# Developmental Dynamics of X-Chromosome Dosage Compensation by the DCC and H4K20me1 in *C*. *elegans*

**DOI:** 10.1371/journal.pgen.1005698

**Published:** 2015-12-07

**Authors:** Maxwell Kramer, Anna-Lena Kranz, Amanda Su, Lara H. Winterkorn, Sarah Elizabeth Albritton, Sevinc Ercan

## Abstract

In *Caenorhabditis elegans*, the dosage compensation complex (DCC) specifically binds to and represses transcription from both X chromosomes in hermaphrodites. The DCC is composed of an X-specific condensin complex that interacts with several proteins. During embryogenesis, DCC starts localizing to the X chromosomes around the 40-cell stage, and is followed by X-enrichment of H4K20me1 between 100-cell to comma stage. Here, we analyzed dosage compensation of the X chromosome between sexes, and the roles of *dpy-27* (condensin subunit), *dpy-21* (non-condensin DCC member), *set-1* (H4K20 monomethylase) and *set-4* (H4K20 di-/tri-methylase) in X chromosome repression using mRNA-seq and ChIP-seq analyses across several developmental time points. We found that the DCC starts repressing the X chromosomes by the 40-cell stage, but X-linked transcript levels remain significantly higher in hermaphrodites compared to males through the comma stage of embryogenesis. *Dpy-27* and *dpy-21* are required for X chromosome repression throughout development, but particularly in early embryos *dpy-27* and *dpy-21* mutations produced distinct expression changes, suggesting a DCC independent role for *dpy-21*. We previously hypothesized that the DCC increases H4K20me1 by reducing *set-4* activity on the X chromosomes. Accordingly, in the *set-4* mutant, H4K20me1 increased more from the autosomes compared to the X, equalizing H4K20me1 level between X and autosomes. H4K20me1 increase on the autosomes led to a slight repression, resulting in a relative effect of X derepression. H4K20me1 depletion in the *set-1* mutant showed greater X derepression compared to equalization of H4K20me1 levels between X and autosomes in the *set-4* mutant, indicating that H4K20me1 level is important, but X to autosomal balance of H4K20me1 contributes only slightly to X-repression. Thus H4K20me1 by itself is not a downstream effector of the DCC. In summary, X chromosome dosage compensation starts in early embryos as the DCC localizes to the X, and is strengthened in later embryogenesis by H4K20me1.

## Author Summary

In many animals, males have a single X and females have two X chromosomes, creating an X chromosomal gene dosage imbalance between sexes. This imbalance is corrected by dosage compensation mechanisms, which are essential for development in mammals, flies and worms. The timing and the molecular mechanisms of dosage compensation during development remain unclear. In *Caenorhabditis elegans*, a complex of proteins called the dosage compensation complex (DCC) binds to and represses transcription of both X chromosomes in hermaphrodites (XX) by half to match X expression to that of males (XO). We found that the DCC starts repressing X chromosomes in early embryogenesis, but average X-linked transcript levels remain higher in hermaphrodite embryos compared to males until the larval stage. Later in embryogenesis, the DCC increases H4K20 monomethylation on the X chromosomes, which is important for dosage compensation. Our results suggest that H4K20 monomethylation does not carry out the transcriptional repressive function by itself but strengthens the DCC’s effect. In summary, the DCC localization starts X chromosome repression in early embryogenesis, and in later embryogenesis sets up a chromatin environment that aids dosage compensation that continues through development.

## Introduction

Dosage compensation equalizes X chromosome gene expression between sexes. Different animals use different strategies of dosage compensation by co-opting diverse mechanisms of gene regulation to the X chromosome [1]. In mammals, dosage compensation transcriptionally inactivates one of the two X chromosomes in XX females to equalize overall X expression to that of XY males. In *Drosophila melanogaster*, the X chromosome is transcribed two-fold higher in XY males. In *Caenorhabditis elegans*, dosage compensation represses both X chromosomes by half in XX hermaphrodites, equalizing overall X-chromosomal transcript levels to that of XO males.

X chromosome dosage compensation is established during, and is essential for development in mammals, *D*. *melanogaster* and *C*. *elegans*. In mice, failure to inactive the X results in continual deterioration of the embryo and death around 10 days post coitum [2–4]. In *D*. *melanogaster*, the dosage compensation complex (male specific lethal (MSL) complex) localizes to the X chromosome at the late blastoderm/early gastrula stage [5,6]. Mutations in any of the four MSL complex members slow development and lead to lethality at the late larval and early pupal stages [7–9]. In *C*. *elegans*, mutations in several dosage compensation complex (DCC) subunits are maternal effect lethal, where the progeny of homozygous null mutant worms die at early larval stages [10–12].

Mammalian X inactivation, *D*. *melanogaster* MSL complex, and the *C*. *elegans* DCC all regulate X chromosome chromatin structure [1,13]. In mammals, X inactivation leads to enrichment of various heterochromatic histone modifications on the inactive X [14,15]. In *D*. *melanogaster*, MSL complex increases H4K16 acetylation on the male X chromosome via its histone acetyl transferase subunit MOF [16,17]. In *C*. *elegans*, DCC binding is required for H4K20me1 enrichment and H4K16ac depletion on X chromosomes in hermaphrodites [18,19]. Although several histone modifications are associated with dosage compensation, it is unclear if these histone modifications act as downstream effectors of the dosage compensation complexes.

In *C*. *elegans*, the five-subunit core of the DCC is a condensin complex, called condensin I^DC^ (hereafter condensin DC) [20]. Condensin DC interacts with additional proteins that have roles in hermaphrodite and X-specific recruitment of the DCC to the X chromosomes [21–24]. Condensins are evolutionarily conserved protein complexes that are essential for chromosome condensation and segregation during cell division (reviewed in [25]). In metazoans, there are two types of condensins, named condensin I and II. In *C*. *elegans*, condensin DC is distinguished from condensin I by a single subunit, DPY-27 [20]. Unlike condensin DC, condensin I and II bind to all chromosomes [20,26]. In *C*. *elegans*, knockdown of condensin II specific subunit KLE-2 suggested that condensin II is also repressive [26]. Condensins have been implicated in transcriptional regulation in other organisms, but the molecular mechanisms by which condensins regulate transcription remain unknown (reviewed in [27]).

*C*. *elegans* DCC is as a clear paradigm for studying the mechanisms of transcription regulation by condensins. The DCC begins localizing to the hermaphrodite X chromosomes at around 40-cell stage (Fig 1A) [22,28]. DCC binding leads to enrichment of H4K20me1 on the X that begins around the 100-cell stage [18,29]. Here, we analyzed X chromosome dosage compensation during *C*. *elegans* development by performing mRNA-seq comparison of gene expression between sexes, and in *dpy-27* (condensin DC subunit) and *dpy-21* (non-condensin DCC member) mutants. Our results suggest that condensin DC starts repression as it localizes to the X chromosomes in early embryos (4–40 cell stage). Gene expression differences between *dpy-21* and *dpy-27* mutants suggest an additional DCC independent role for *dpy-21*, emphasizing that condensin DC core and the non-condensin DCC members functionally differ. To clarify the role of H4K20me1 in X chromosome dosage compensation, we performed mRNA-seq and H4K20me1 ChIP-seq analyses in *set-1* (H4K20 monomethylase) and *set-4* (H4K20 di-/-tri methylase) mutant worms. Our results suggest that H4K20me1 levels are important for X chromosome dosage compensation, but H4K20me1 by itself does not act as a downstream effector of the DCC.

**Fig 1:**
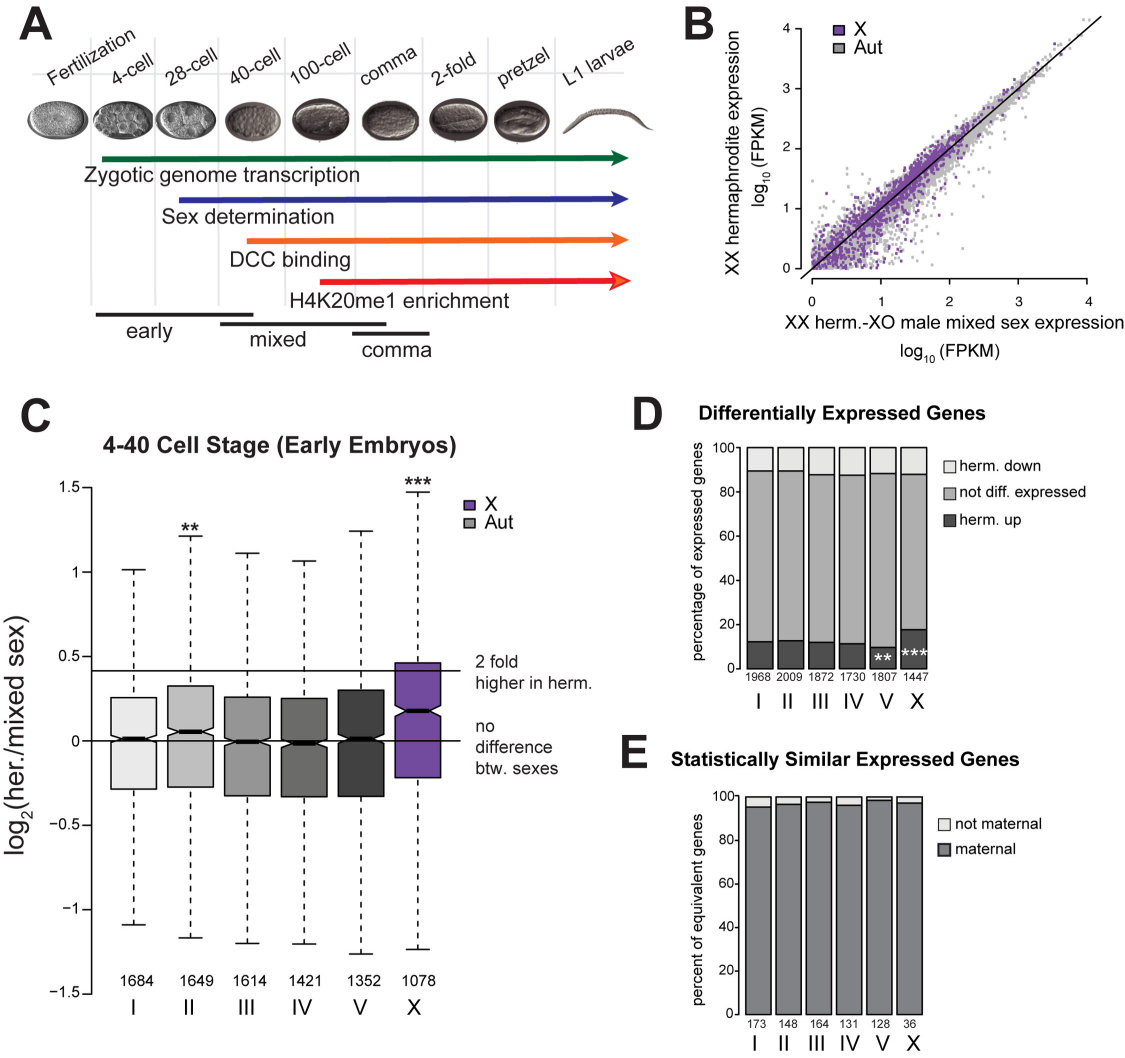
The X chromosome is not fully dosage compensated in early embryogenesis. (A) Timeline of X chromosome regulation during C. elegans embryogenesis. Zygotic transcription begins at the four-cell stage [100,101], followed by expression of sex determination genes by the 28 cell-stage [32]. This triggers DCC localization to the X chromosomes at about the 40-cell stage [21,22,28] and H4K20me1 enrichment on the X chromosome starting at the 100-cell stage [18]. (B) mRNA-seq expression values from hermaphrodites (y-axis) and mixed sex (x-axis) early embryos (4–40 cell stage) were plotted. X is shown in purple, and shifted slightly towards the hermaphrodite data. (C) Boxplot shows distribution of log_2_ fold-difference between hermaphrodites and mixed sex early embryos. Horizontal lines indicate equal expression between sexes (log_2_ fold difference = 0) and 2-fold more expression in hermaphrodites (log_2_ fold difference = 0.415). The n numbers below boxes show the number of expressed genes for each chromosome. Compared to each of the autosomes, X chromosome expression is significantly higher in hermaphrodites (one-sided Wilcoxon rank sum test, *** = p < 10^−3^, ** = p < 10^−2^, and * = p < 0.05.). (D) Differentially expressed genes (DESeq padj < 0.05) were sorted into three groups: up (higher) or downregulated (lower transcript levels) in hermaphrodites, and not differentially expressed. Distribution of these groups among the chromosomes indicated a significant enrichment of hermaphrodite upregulated genes on the X chromosome (Fisher’s exact test for enrichment, *** = p < 10^−3^, ** = p < 10^−2^). (E) Plots indicate the percentage of statistically similarly expressed transcripts (see methods) that were maternally deposited (oocyte FPKM>1 [30]).

## Results

### X chromosome is not fully dosage compensated during early embryogenesis

We measured X chromosome dosage compensation in early embryos, when zygotic transcription is active but the DCC is not yet fully localized to the X chromosome. Here, we measured dosage compensation of a gene as the ratio of its mRNA levels between hermaphrodites and males. We generated mRNA-seq datasets from 2–5 biological replicates (S1 File) that highly correlated (S1 Fig). Because of the difficulty in obtaining pure male populations prior to the onset of sex specific gene expression, we compared hermaphrodite embryos (XX) to mixed sex (XX and XO) embryos. Mixed sex embryos were isolated by crossing males and hermaphrodites of obligate out-crossing strain (*fog-2(oz40)*) to ensure a 50% male population. 

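The hermaphrodite and the mixed sex early embryos were each sequenced as 3 libraries of stranded, single-end mRNA-seq. At every stage, hermaphrodite libraries are of strain N2 and mixed sex libraries of the *fog-2(oz40)* strain, so differences of sex and of strain cannot be told apart. The authors mapped the reads with Tophat to the WS220 genome and deposited Cufflinks FPKM values, which are reads per gene scaled to gene length and mapped reads, and not counts. S1 File lists between 18719779 and 23775926 mapped reads (median 23174632) for the hermaphrodite libraries and between 6950431 and 16893857 (median 15886526) for the mixed sex libraries. Cufflinks divides reads among near-identical paralogs and overlapping genes on one strand, so the values of such genes are uncertain. From these values, libraries were scaled by the median of ratios, expressed as log2(FPKM + 0.1), and restricted to genes with a mean above 1 FPKM over the pair of group means. Fold changes on this scale understate the change of weakly expressed genes. Single genes were tested with limma and Benjamini-Hochberg adjustment. Of 20411 genes with FPKM values, 19907 could be placed on a chromosome by their sequence names in the WBcel235 annotation, 2716 of them on the X and 17188 on autosomes. The X shift denotes the median log2 ratio of the X genes minus that of the autosomal genes. The X score of a library is the same difference for that library alone, relative to the mean of all libraries compared. X shifts were tested by exact permutation of the libraries (two-sided), which gives no p below 0.1 with 3 libraries against 3.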

“Early embryos” are between 4-cell and 40-cell stages (S2 Fig). At this stage, zygotic transcription is activated and the DCC starts localizing to but not fully enriched on the X chromosome in all cells (Fig 1A) [22,29].

In early embryos, X chromosome expression was higher in hermaphrodites compared to mixed sex (Fig 1B). 

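In early embryos, the median log2 ratio of hermaphrodites to mixed sex was 0.14 over 1169 X genes and -0.02 over 8245 autosomal genes, with single autosomes between -0.04 (chromosome III) and 0.03 (chromosome II). The X shift of 0.15 was larger than the SD of 0.09 between replicate libraries, and the exact permutation test gave p = 0.2 (n = 3 and 3 libraries). X scores were 0.12, 0.18 and -0.06 in hermaphrodite replicates 1 to 3 and -0.11, -0.03 and -0.04 in mixed sex replicates 1 to 3, so 2 of 3 hermaphrodite libraries exceeded every mixed sex library. Of the X genes, 60.2% had the higher value in hermaphrodites, against 48.6% of autosomal genes. A one-sided Wilcoxon rank-sum test across genes (n = 1169 X and 8245 autosomal genes) gave p = 1.19e-14, but genes are not independent replicates. With each library left out in turn, the X shift lay between 0.12 and 0.23, the latter without hermaphrodite replicate 3. Testing genes at every expression level moved it most, to 0.05. After removal of the part that followed the change of each gene from early to comma embryos, it was 0.23.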

The median log_2_ ratio of expression between hermaphrodite and mixed sex embryos was significantly higher on the X (0.182) compared to autosomes (ranges from 0.034 to 0.052) (Fig 1C, one sided Wilcoxon rank-sum test p < 1.77 x 10^−9^). Additionally, genes with significantly higher expression in hermaphrodites were enriched on the X (Fig 1D, Fisher’s exact test p = 3.12x10^-6^). Thus, X chromosome is not fully dosage compensated between sexes in early embryos, but X chromosomal transcripts are fairly similar between sexes, as the observed median log_2_ expression ratio of 0.182 is less than expected if X expression were two-fold higher in XX hermaphrodite embryos in the XX/mixed sex comparison (0.411).

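Among 9414 genes tested, 1499 had an adjusted p-value under 0.05, with 657 higher and 842 lower in hermaphrodites. Of these, 150 higher and 107 lower genes were on the X. Hermaphrodite-higher genes made up 12.8% of the X genes tested and 6.15% of the autosomal genes, an odds ratio of 2.25 (one-sided Fisher's exact test across genes, p = 9.11e-15). The count of changed genes fell to 341, of which 67 were higher, without hermaphrodite replicate 1 and was 2190 without mixed sex replicate 3. The largest rise among genes past this threshold with separate groups was that of *ant-1.4* (WBGene00020140, chromosome IV), at 21.6 ± 4.92 FPKM in hermaphrodites (SD, n = 3), while in mixed sex libraries it was listed at 0 to 0.194 FPKM. Its log2 ratio was 6.99 (standard error 0.46, adjusted p = 4.94e-04 from limma) and stayed between 6.59 and 7.39 with each library left out. The largest fall was that of F46G11.4 (WBGene00018517, X chromosome), listed at 0 to 0.641 FPKM in hermaphrodites and at 5.83 ± 1.67 FPKM in mixed sex embryos (SD, n = 3). Its log2 ratio was -4.83 (standard error 0.82, adjusted p = 0.0104 from limma), between -5.81 and -4.34 with each library left out. Because the groups differ in strain as well as sex, neither gene can be assigned to sex.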

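With 50% males in the mixed sex embryos, 2-fold higher X expression in hermaphrodites corresponds to a log2 ratio of 0.42. Under every setting run, the early embryo X shift was positive and below that ratio. From a median below this ratio, the paper reasons that X transcript levels are fairly similar between the sexes.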

### Maternal loading helps equalize X chromosomal gene dosage between sexes in early embryogenesis

One mechanism that might equalize X chromosomal transcript levels between sexes is the maternal loading of mRNAs into oocytes. To test this, we asked if similarly expressed genes are maternally loaded. While most methods identify genes that are differentially expressed between sexes, a lack of differential expression does not show that genes are *statistically* similarly expressed. 

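Following the study's criterion, a gene was called similarly expressed when the 95% confidence interval of its log2 ratio lay wholly within a 30% difference, which is 0.38 on the log2 scale; the intervals used here come from limma. Between hermaphrodite and mixed sex early embryos, 660 genes met this criterion, 630 on autosomes and 30 on the X, so that 4.55% of them were X genes. They made up 2.57% of the X genes tested and 7.64% of the autosomal genes. The median width of the interval to either side was 0.42, wider than the limit. The count was 105 without hermaphrodite replicate 1 and 786 without hermaphrodite replicate 3. A limit of 50% in place of 30% moved it most, to 2993 genes, and intervals from the normal quantile gave 1133 genes, 65 of them on the X.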

We identified 780 genes that are statistically similarly expressed between hermaphrodite and mixed sex early embryos by taking genes that show less than 30% difference in expression within a 95% confidence interval (see Materials and Methods for full explanation). Among the 36 similarly expressed X-chromosomal genes, 35 were maternally loaded (FPKM>1 in oocytes [30]). Approximately 95% of similarly expressed genes on autosomes were also maternally loaded, thus maternal loading of transcripts into oocytes helps equalize gene dosage between hermaphrodite and male embryos (Fig 1E).

### Dosage compensation of zygotic gene expression during early embryogenesis

To specifically study dosage compensation of zygotic gene expression, we identified genes that are not expressed in 2-cell stage embryos but are newly expressed in early embryos. K-means clustering of expression between previously published expression data in 2-cell hermaphrodite embryos [30] and our data in early embryos resulted in five distinct clusters (Fig 2A). Genes in cluster 3 are zygotic because they showed little or no expression in 2-cell embryos and increased expression in early embryos (Fig 2B). Since we cannot distinguish between stable and newly transcribed mRNAs, genes in the remaining clusters may also be zygotically expressed. Thus, to study zygotic expression, we focused on the newly expressed genes (cluster 3). Hermaphrodite expression from the X chromosome was significantly higher compared to the autosomes (one sided Wilcoxon rank sum test, p = 0.019), but the difference was less than expected if there were no dosage compensation. Therefore, early zygotic expression from the X is dosage compensated, but not completely (Fig 2C).

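S4 File lists 982 genes as newly expressed in early embryos, all of which were matched, and because the study chose them from early embryo expression, the list is not independent of these libraries. Over the 202 X genes and 755 autosomal genes of the list that were tested, the median log2 ratio of hermaphrodites to mixed sex was 0.28 on the X and 0.17 on autosomes. The X shift of 0.11 exceeded the SD of 0.06 between libraries, with p = 0.1 in the exact permutation test, the smallest that 3 libraries against 3 allow. X scores were between 0.05 and 0.06 in hermaphrodites and between -0.12 and 0.04 in mixed sex embryos. Across genes (n = 202 and 755), the one-sided Wilcoxon rank-sum test gave p = 0.0111. Leaving out single libraries gave X shifts from 0.03, without mixed sex replicate 3, to 0.13.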

**Fig 2:**
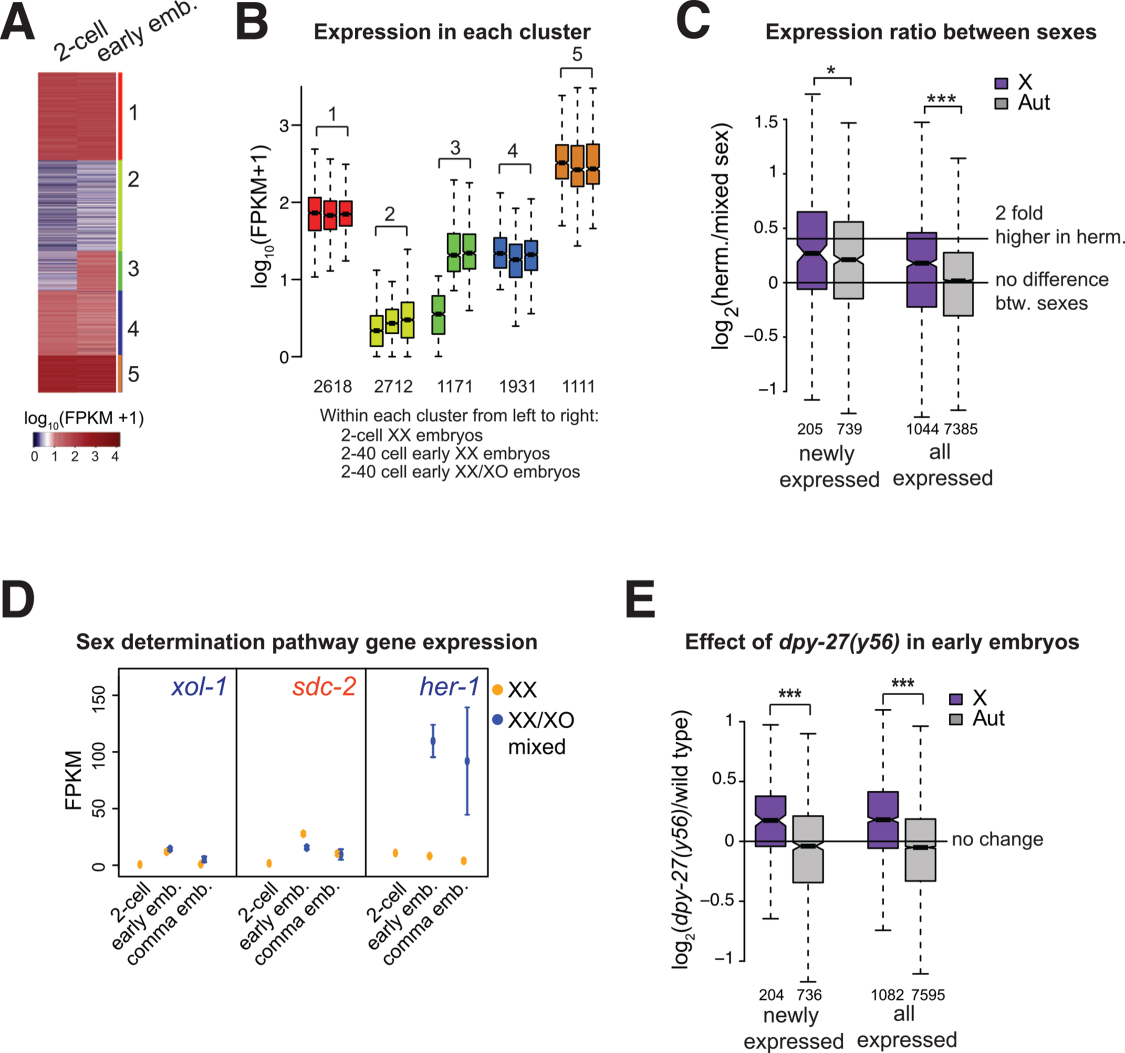
DCC represses zygotic expression of the X chromosome in early embryos. (A) K means clustering of expression in 2-cell [30] and early hermaphrodite embryos (4–40 cell). Of the five clusters identified, one showed clearly increased expression between 2-cell and early embryos (#3). (B) Boxplots show expression levels for genes separated by clusters in 2-cell [30] and early hermaphrodite and mixed sex embryos. (C) Newly expressed genes were identified by taking genes in cluster #3 that showed no expression in 2-cell embryos (FPKM<1). Boxplots show distribution of expression difference between sexes in early embryos. Both newly expressed, and all expressed (FPKM>1) genes were significantly higher in hermaphrodite X chromosomes compared to autosomes (one sided Wilcoxon rank-sum test, *** = p < 10^−3^, * = p < 0.05) (D) Expression level of early sex determination genes in hermaphrodites and mixed sex samples are shown for the indicated data sets. 2-cell stage expression data in hermaphrodite embryos were obtained from [30]. Error bars show the standard error of the mean. (E) Log_2_ expression ratios between *dpy-27(y56)* and N2 wild type show significant X derepression in *dpy-27(y56)* early embryos. *dpy-27(y56)* mutation affects expression of newly expressed zygotic genes (panel C) on the X chromosome compared to autosomes. Significance of X upregulation was tested using one sided Wilcoxon rank-sum test (*** = p < 10^−3^).

### Expression of sex determination genes in early embryogenesis

In *C*. *elegans*, incomplete dosage compensation in early embryos is logical, as sex is determined by the ratio of X and autosomal sex elements (XSEs and ASEs) [31–33]. 

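In early embryos, *her-1* (WBGene00001842, chromosome V) was at 8.12 ± 1.18 FPKM in hermaphrodites and 110 ± 24.7 FPKM in mixed sex (SD, n = 3 libraries each), a 13.5-fold difference of the means. The log2 ratio was -3.62 (standard error 0.21, adjusted p = 4.94e-04 from limma) and lay between -3.82 and -3.42 with each library left out. *her-1* belonged to a list of 3 sex determination genes of the paper, with *xol-1* and *sdc-2*, of which 2 had an adjusted p-value under 0.05 over all genes and 2 when adjusted over the list alone.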

In early embryos, we observed that the male-specific *her-1* gene is expressed 11.2 fold higher in mixed-sex samples compared to hermaphrodites (Fig 2D). This corresponds to an estimated 17 fold higher expression in males, consistent with previous measurements of ~20-fold difference in *her-1* expression between males and hermaphrodites [34]. Interestingly, male promoting gene *xol-1* transcript was only slightly higher in mixed sex samples (Fig 2D). It is possible that the difference in endogenous *xol-1* transcript level between sexes is smaller than seen for transgenes [35]. It is also possible that the X-linked *xol-1* is being repressed by the DCC in early embryos, as *dpy-27* starts to repress the X chromosomes in early embryos (Fig 2E), and *xol-1* was shown to be repressed by the DCC [36]. 

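The *xol-1* gene (WBGene00006962, X chromosome) was at 11.9 ± 2.53 FPKM in hermaphrodite early embryos, between 9.26 and 14.3 in single libraries. In mixed sex early embryos it was at 14.3 ± 2.28 FPKM, between 11.8 and 16.3 (SD, n = 3 libraries in each group). The means differed 1.20-fold, and the groups overlapped. The log2 ratio was -0.17 (standard error 0.22, adjusted p = 0.615 from limma), less than the spread between replicates, and without hermaphrodite replicate 3 it was 0.00.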

We also found that mRNA levels of both XSEs and ASEs were higher in hermaphrodites, suggesting that XSE and ASE dosage does not function through a simple ratio of mRNA levels between sexes (S3 Fig). Instead, small and transient differences in the transcription of XSEs, ASEs and *xol-1* may be amplified post-transcriptionally to ultimately regulate *her-1* expression, which is clearly higher in males (Fig 2D).

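The signal elements examined here were *fox-1*, *sex-1* and *ceh-39* on the X and *sea-1* and *sea-2* on chromosome II, a choice made for the re-analysis because the paper's text does not name the genes. A further X element, *sex-2*, had no match by name and was not tested. Log2 ratios of hermaphrodites to mixed sex early embryos were 0.56 for *fox-1* (WBGene00001484), 0.48 for *sex-1* (WBGene00004786), 0.64 for *ceh-39* (WBGene00000460), 0.68 for *sea-1* (WBGene00004750) and 0.53 for *sea-2* (WBGene00004751). All 5 were higher in hermaphrodites, 4 of them with an adjusted p-value under 0.05 over all genes (all but *sea-2*), and 5 when adjusted over the list alone. *ceh-39* was at 149 ± 7.58 FPKM in hermaphrodites and 103 ± 1.66 FPKM in mixed sex embryos (SD, n = 3 each; standard error of the log2 ratio 0.11, adjusted p = 0.00988 from limma). *sea-1* was at 199 ± 6.77 FPKM in hermaphrodites and 133 ± 13.3 FPKM in mixed sex embryos (SD, n = 3 each; standard error 0.13, adjusted p = 0.0158 from limma). Among the 6 fits that each left out one library, *fox-1* and *sex-1* lost the threshold in 5 each, *sea-1* in 3 and *ceh-39* in 1, while every log2 ratio stayed positive.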

### DPY-27 represses hermaphrodite X chromosomes in early embryogenesis

The DCC is coupled to sex determination through *sdc-2*, which is specifically expressed in hermaphrodite embryos [22]. SDC-2 is required for DCC localization to the X, and for repressing male-specific *her-1* gene [37]. A recent study showed that in 50-cell stage embryos, half the cells contain DPY-27 specifically on the X chromosomes [29]. 

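In the early embryo libraries, *sdc-2* (WBGene00004746, X chromosome) was at 27.8 ± 2.66 FPKM in hermaphrodites and 15.6 ± 2.93 FPKM in mixed sex (SD, n = 3 each). Its log2 ratio was 0.94 (standard error 0.19, adjusted p = 0.0198 from limma). With each library left out the ratio stayed between 0.77 and 1.11, but the adjusted p-value no longer passed 0.05 in 4 of the 6 fits.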

In our early embryo collections (4–40 cell stage), *sdc-2* is more highly expressed in hermaphrodites and *her-1* is expressed in males, therefore the DCC is activated (Fig 2D). To test if the DCC represses X-chromosome expression shortly after localizing to the X, we collected *dpy-27* null mutant embryos using a strain with genetically balanced *(y56)* allele (Materials and Methods). 

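The *dpy-27(y56)* early embryos were sequenced as 3 libraries, with 4612326, 10654897 and 13593923 mapped reads as the lowest, median and highest depths, and were compared with the 3 N2 hermaphrodite early embryo libraries. As an alternative control, early embryos from the balanced strain, labelled heterozygous, gave 2 libraries of 7722429 and 10279107 mapped reads. The paper's text does not say how they were collected, so single embryos in them may differ in genotype. FPKM values were made and analysed as for the other early embryos. The *dpy-27* transcript (WBGene00001086, chromosome III) was at 39.1, 40.1 and 59.7 FPKM in the libraries labelled *dpy-27(y56)* replicates 1, 2 and 3, at 56.7, 59.8 and 59.9 FPKM in N2, and at 58.3 and 53.9 FPKM in heterozygous embryos. The library labelled replicate 3 thus lay within the N2 range of the targeted transcript, which a null allele need not remove. The log2 fold change of *dpy-27* against N2 was -0.51 (standard error 0.17, adjusted p = 0.0406 from limma), and it no longer passed 0.05 in 5 of the 6 fits that each left out one library.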

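Of the genes listed as newly expressed in early embryos, 202 X and 755 autosomal genes were tested in *dpy-27(y56)* against N2. The median log2 fold change was 0.55 on the X and -0.10 on autosomes, an X shift of 0.65 with an SD of 0.07 between libraries (p = 0.1, exact permutation test with 0.1 as its smallest p, n = 3 and 3). The one-sided Wilcoxon rank-sum test gave p = 9.06e-14 across genes (n = 202 and 755). With single libraries left out, the X shift lay between 0.59 and 0.71. Against the 2 heterozygous libraries, a comparison added after the values were seen, the medians were 0.27 and -0.01 and the X shift was 0.28 (SD 0.06, exact permutation p = 0.1, Wilcoxon p = 4.15e-08 across genes).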

In early embryos, *dpy-27* null mutation caused significant derepression of newly transcribed zygotic genes on the X (Fig 2E), suggesting that *dpy-27* represses X chromosomes in early embryos. *Dpy-27* is not detectable in the XX hermaphrodite germline by immunostaining, but it is maternally deposited and required for development [38–40]. Therefore, we interpret the observed *dpy-27* null mutation effect coming from the embryos that loaded the DCC onto the X chromosomes in some cells by the 40-cell stage. This implies that the DCC is able to repress X chromosomes quickly after loading.

### X chromosome dosage compensation during development

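Comma stage embryos, L1 and L3 larvae of both sexes' cultures were sequenced as 3 libraries per group, with embryos aged for 4 hours, L1s fed for 6 hours and L3s collected after 24 hours. Mapped reads were between 18126370 and 24501025 (median 22642366) in hermaphrodite comma embryos and between 8710895 and 11558717 (median 10636021) in mixed sex comma embryos. They were between 9004912 and 16409303 (median 10264516) in hermaphrodite L1s and between 6223599 and 17945034 (median 11719084) in mixed sex L1s. They were between 11028471 and 12398070 (median 11359848) in hermaphrodite L3s and between 10434600 and 13848916 (median 12501247) in mixed sex L3s. The deposited FPKM values of hermaphrodite L1 replicate 3 and mixed sex L1 replicate 1 were identical in all 20376 genes with a value in both. It appears that 1 library stands under 2 labels, although S1 File lists different depths for them (16409303 and 11719084 mapped reads). Which label is right was not settled, and sex-biased genes such as *her-1* were not examined in this library. It was left out of both groups. L1 comparisons therefore rest on 2 libraries against 2, for which an exact permutation test gives no p below 0.333. S2 File gives the study's mean expression values, and 1949 of its 20417 genes were held here. For mixed sex L1s these means equalled those of the 3 deposited libraries in 100% of 1259 genes, while for hermaphrodite L1s they did so in 0.557% of 1436 genes, with a median difference of 76.5%. The hermaphrodite L1 means instead equalled another mean in 100% of 1216 genes. It was that of the identical library taken once and heterozygous *dpy-27(y56)* early embryo replicate 2 taken 2 times. The study's hermaphrodite L1 means in S2 File are therefore not those of the deposited L1 libraries. Smaller mismatches occurred in other groups. The means equalled those of the deposited libraries in 19.3% of 1234 genes in hermaphrodite L3s (median difference 0.317%). In *dpy-21(e428)* and *set-4(n4600)* mixed embryos and L3s and in both *set-1(tm1821)* groups they did so in 1.12% to 2.29%, with median differences of 2.04% to 5.24%. Young adults are not analysed here.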

To determine if and when average X chromosome expression is equalized between sexes, we analyzed further time points including comma stage embryos, L1 and L3 larval stages, and young adults. 

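In comma stage embryos, the median log2 ratio of hermaphrodites to mixed sex was 0.18 over 1716 X genes and -0.03 over 9757 autosomal genes. This is an X shift of 0.21, above the SD of 0.13 between libraries, with p = 0.1 in the exact permutation test (n = 3 and 3, smallest p 0.1). X scores were -0.02, 0.06 and 0.29 in hermaphrodite replicates 1 to 3 and -0.01, -0.17 and -0.12 in mixed sex replicates 1 to 3. The X shift was 0.12 without hermaphrodite replicate 3 and 0.27 without hermaphrodite replicate 1, the lowest and the highest with one library left out. The share of genes with the higher value in hermaphrodites was 66.7% on the X and 46.8% on autosomes (one-sided Wilcoxon rank-sum test across genes, p = 6.87e-60, n = 1716 and 9757). Among 11473 genes tested, 8 had an adjusted p-value under 0.05 (limma), and 1320 had an unadjusted p under 0.05. The 5 higher in hermaphrodites were K07C5.13 (WBGene00050947), F56A4.2 (WBGene00018910), *clec-209* (WBGene00021224) and *him-5* (WBGene00001864) on chromosome V and C16C4.17 (WBGene00044359) on chromosome II. The 3 lower were *her-1*, F47B8.10 (WBGene00009811, chromosome V) and Y62H9A.9 (WBGene00013397, X chromosome). C16C4.17, F56A4.2, *clec-209*, *him-5* and F47B8.10 are named after their values were seen. The groups differ in strain as well as sex, so single genes of this list may differ by strain. K07C5.13 was listed at 0 in every mixed sex library and at 70.6 to 130 FPKM in hermaphrodites (adjusted p = 1.04e-04 from limma). Y62H9A.9 was listed at 0 to 0.180 FPKM in hermaphrodites and was at 12.6 ± 2.36 FPKM in mixed sex embryos (SD, n = 3), a log2 ratio of -6.04 (standard error 0.50, adjusted p = 0.0168 from limma) that lost the threshold in 4 of 6 fits with one library left out. *her-1* was at 3.90 ± 2.49 FPKM in hermaphrodites and 136 ± 25.6 FPKM in mixed sex embryos (SD, n = 3 each), 35.0-fold apart, with a log2 ratio of -5.28 (standard error 0.51, adjusted p = 0.0294 from limma) that lost the threshold in 5 of those 6 fits. The number of changed genes was 2 without hermaphrodite replicate 1 and 12 without hermaphrodite replicate 3.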

At the comma stage, X chromosome expression remained slightly but significantly higher in hermaphrodites compared to mixed sex worms (Fig 3A). 

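In L1 larvae, the median log2 ratio of hermaphrodites to mixed sex was 0.01 over 2029 X genes and 0.04 over 11570 autosomal genes. The difference between them, the X shift, was -0.03, with an SD of 0.01 between libraries and p = 0.333 in the exact permutation test, the smallest that 2 libraries against 2 allow. X scores were -0.01 and 0.01 in hermaphrodite replicates 1 and 2 and 0.02 and 0.04 in mixed sex replicates 2 and 3. It was -0.06 without mixed sex replicate 2, -0.01 without hermaphrodite replicate 2, and -0.02 with the identical library kept in both groups, a setting chosen after the identity was seen. No gene of 13599 had an adjusted p-value under 0.05, and 965 had an unadjusted p under 0.05. In L3 larvae, the median log2 ratio was -0.03 over 1850 X genes and -0.02 over 10636 autosomal genes, and the X shift of -0.02 was smaller than the SD of 0.04 between libraries (exact permutation p = 0.5, n = 3 and 3). With one library left out it lay between -0.02 and 0.01, the latter without mixed sex replicate 1, and with all N2 L3 libraries as the hermaphrodite group it was 0.12 (exact permutation p = 0.208). The share of X genes higher in hermaphrodites was 50.8% in L1s and 46.3% in L3s. Among 12486 genes in L3s, 2 had an adjusted p-value under 0.05 (limma), both lower in hermaphrodites, and 1859 had an unadjusted p under 0.05. *lys-7* (WBGene00003096, chromosome V) was at 63.3 ± 7.87 FPKM in hermaphrodites and 232 ± 5.33 FPKM in mixed sex larvae (SD, n = 3 each), a log2 ratio of -1.89 (standard error 0.09, adjusted p = 0.00608 from limma) that lost the threshold in 4 of 6 fits with one library left out. The other, named after its values were seen, was C28C12.4 (WBGene00016180, chromosome IV). The number was 0 without hermaphrodite replicate 1 and 596 without mixed sex replicate 1.

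**Figure D1:**
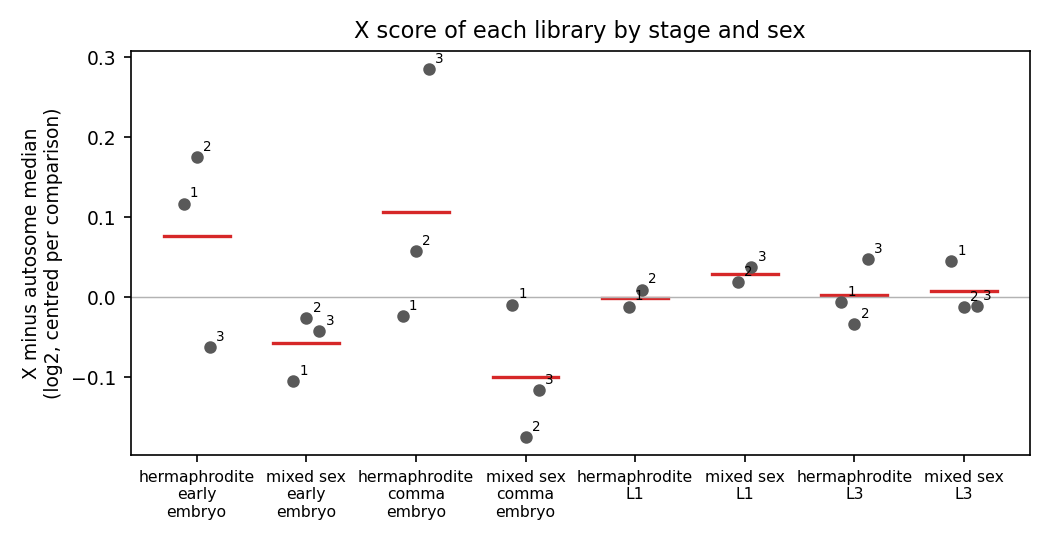
X scores (median log2 value of X genes minus that of autosomal genes, centred per comparison) of the hermaphrodite and mixed sex libraries in early embryos, comma embryos, L1 and L3 larvae. Points are libraries, labelled by replicate number, and red bars are group means; in early and in comma embryos 2 of 3 hermaphrodite libraries lie above every mixed sex library, and in L3s the groups overlap.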

In, L1, L3 larvae and young adults, average X-chromosome expression was no longer higher in hermaphrodites. In addition to measuring dosage compensation at each time point, for each gene we also calculated change in dosage compensation between two consecutive time points. 

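The change of the hermaphrodite to mixed sex log2 ratio from early to comma embryos had a median of -0.06 over 1083 X genes and -0.03 over 7584 autosomal genes (two-sided Wilcoxon rank-sum test across genes, p = 0.639, n = 1083 and 7584). From comma embryos to L1s it was -0.24 over 1543 X genes and -0.01 over 8889 autosomal genes (p = 2.45e-24, n = 1543 and 8889), and from L1s to L3s it was 0.02 on the X and 0.01 on autosomes (p = 0.194, n = 1728 and 9891). Set against the libraries, the X shift changed by -0.02 from early to comma embryos (SD 0.13, permutation p = 0.88 over 400 relabellings within the stages, after the X shift common to them was subtracted, a test added after the values were seen). It changed by -0.22 from comma embryos to L1s (SD 0.13, permutation p = 0.0833 over 120 relabellings, of which 0.0167 is the smallest p, with the common X shift subtracted or not). From L1s to L3s the change was 0.01 (SD 0.04, permutation p = 0.817 with it subtracted). The change from comma embryos to L1s was from -0.28 to -0.13 with one library left out, the weakest without hermaphrodite comma replicate 3. Restricted to genes with a mean above 10 FPKM, it was -0.22 with an exact permutation p of 0.0167, which presumes that neither stage has an X shift.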

From early to comma stage embryos, the X chromosome was slightly repressed, but X chromosome gene expression became significantly more balanced between sexes after the comma stage (Fig 3B, Wilcoxon rank sum p = 1.13 x 10^−63^). To address if more genes are dosage compensated after the comma stage, we identified the statistically similarly expressed genes at each developmental stage. 

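In comma embryos, 972 genes had similar expression in hermaphrodites and mixed sex, 116 of them on the X, so 11.9% were X genes. They were 6.76% of the X genes tested and 8.77% of the autosomal genes. In L3s, 1481 genes met the criterion, 156 of them on the X, so 10.5% were X genes, which were 8.43% of the X genes tested against 12.5% of the autosomal genes. In L1s, with 2 libraries against 2, no gene met it; the median width of the confidence interval to either side was 1.21 and the median standard error 0.49, against 0.53 and 0.22 in comma embryos and 0.44 and 0.18 in L3s. With the identical L1 library kept in both groups, chosen after it was seen, 104 L1 genes met it, 12 of them on the X. The counts rest on single libraries, from 196 without mixed sex replicate 1 to 1274 without hermaphrodite replicate 3 in comma embryos, and from 440 without hermaphrodite replicate 1 to 1123 without hermaphrodite replicate 3 in L3s.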

The percentage of X chromosomal genes that were statistically similarly expressed between sexes increased from early to comma stage embryos (4.6% to 12.8%, respectively), and stayed at similar levels in L1, L3 and young adults (10.3%, 10.4%, 13.5%, respectively). Thus, on average more X chromosomal genes are repressed after the comma stage (Fig 3B), but the proportion of equivalently expressed X chromosomal genes increases after early embryogenesis.

**Fig 3:**
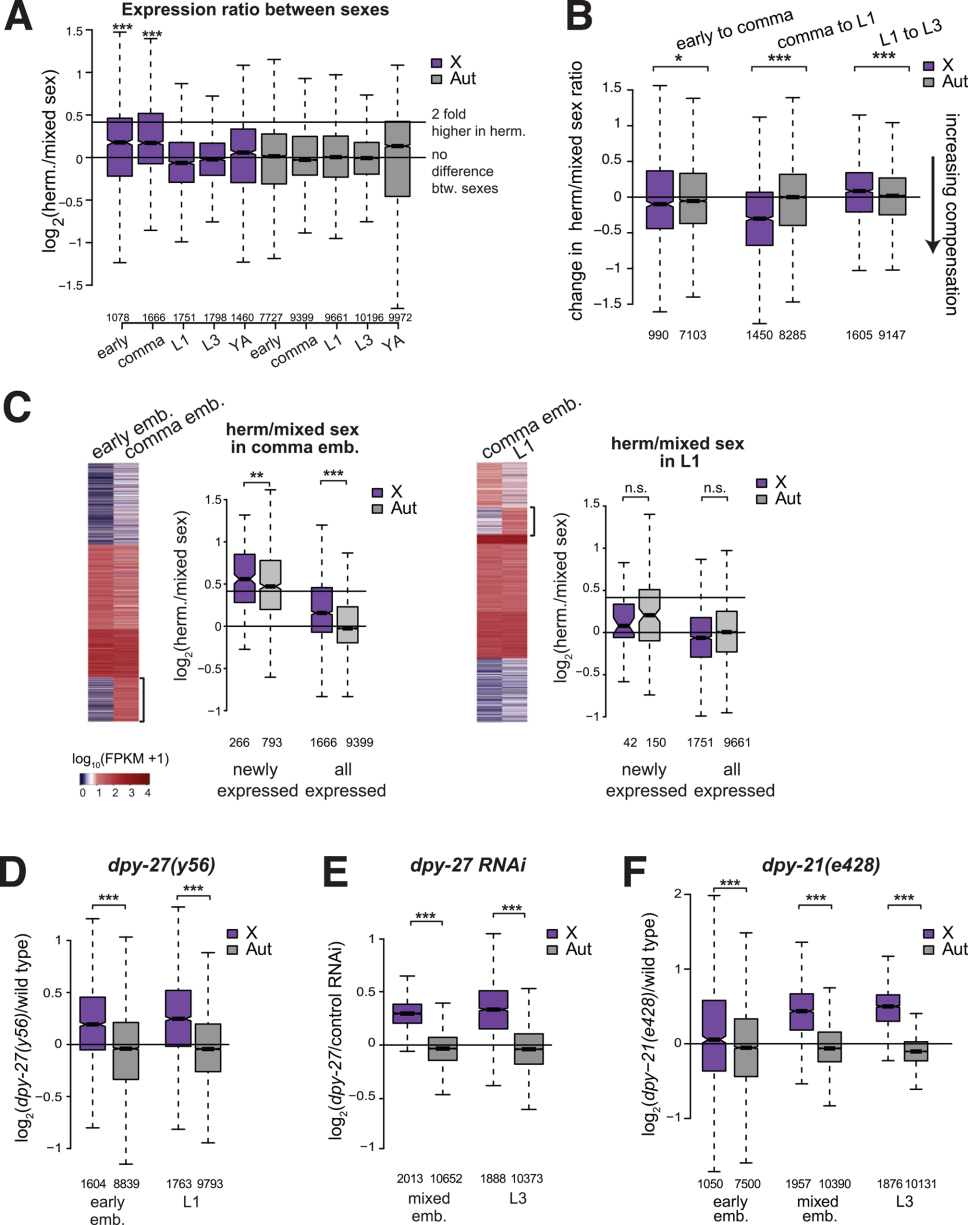
Majority of X chromosomal genes are dosage compensated after the comma stage of embryogenesis. (A) Boxplot shows the distribution of log_2_ fold-differences in mRNA levels between hermaphrodite and mixed sex worms for early embryos, comma stage embryos, L1 larvae, L3 larvae and young adults. Horizontal lines indicate ratio expected for equal and two-fold higher expression in hermaphrodites. Increased expression from the X was tested between X and autosomes by one-sided Wilcoxon rank-sum test (*** = p < 10^−3^). (B) Change in dosage compensation was calculated for each gene by subtracting log_2_(herm/mixed sex) at younger stage from the older stage. Difference in between X and autosome was tested by Wilcoxon rank-sum test (*** = p < 10^−3^, * = p < 0.05). (C) To identify newly expressed genes in comma embryos and L1 larvae, heat maps show K-means cluster analysis of expression levels in hermaphrodites between stages. Newly expressed genes in early embryos were identified as in Fig 2C. In comma embryos, hermaphrodite levels of newly expressed genes was significantly higher for X chromosomal genes compared to autosomal genes (one-sided Wilcoxon rank sum test, *** = p < 10^−3^, ** = p < 10^−2^, and * = p < 0.05.). In L1s, hermaphrodite to mixed sex ratio of expression was not significantly different between the X and autosomes, suggesting that these genes were mostly dosage compensated. (D) Boxplots show distribution of expression ratios on the X and autosomes between *dpy-27(y56)* mutant and wild type, and (E) between *dpy-27* and control RNAi in the developmental stages listed below. X chromosome was significantly derepressed compared to autosomes in *dpy-27(y56)* mutant and *dpy-27* RNAi at each developmental stage (one-sided Wilcoxon rank-sum test *** = p < 10^−3^). (F) Same as in (D) for the *dpy-21(e428)* mutant.

In comma stage embryos, average X expression may be higher in hermaphrodites due to stable transcripts retained from early embryos. To test this, we used K means cluster analysis and further filtering to identify those genes that are newly expressed in comma stage embryos and in L1 larvae (Fig 3C). 

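Of the 199 genes that S4 File lists as newly expressed in L1s, 40 X genes and 140 autosomal genes were tested between sexes. Their median log2 ratio of hermaphrodites to mixed sex was 0.14 on the X and 0.20 on autosomes. At -0.06, the X shift was smaller than the SD of 0.09 between libraries (p = 0.667, exact permutation test, n = 2 and 2). Its sign rested on single libraries, since it was -0.14 without hermaphrodite replicate 1 and 0.15 without hermaphrodite replicate 2. Across genes (n = 40 and 140), the one-sided Wilcoxon rank-sum test gave p = 0.447. The study chose this list from hermaphrodite expression, so it may not be independent of these libraries.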

The newly expressed X chromosomal genes in L1 larvae were dosage compensated and repressed by the DCC (Figs 3C and S5). In comma stage embryos, the newly expressed X chromosomal genes showed significantly higher hermaphrodite expression compared to autosomal genes, thus transcript stability does not fully explain significant hermaphrodite-biased expression from the X chromosomes. It is possible that in comma embryos, X is expressed higher in hermaphrodites because DCC-mediated dosage compensation is incomplete or more genes on the X chromosome have hermaphrodite-biased expression.

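S4 File lists 1070 genes as newly expressed in comma embryos, of which 259 X genes and 786 autosomal genes were tested. Because the study chose them from hermaphrodite expression, the list is not independent of these libraries and favours genes high in hermaphrodites. The median log2 ratio was 0.62 on the X and 0.50 on autosomes, and the X shift of 0.12 was larger than the SD of 0.02 between libraries (exact permutation p = 0.1, n = 3 and 3). Every hermaphrodite library, with X scores from 0.02 to 0.07, lay above every mixed sex library, with X scores from -0.07 to -0.03. Across genes (n = 259 and 786), the one-sided Wilcoxon rank-sum test gave p = 3.75e-04. With one library left out the X shift lay between 0.10 and 0.18, the latter without mixed sex replicate 1. From this difference, the paper concludes that stable transcripts do not fully account for the hermaphrodite-biased expression of the X.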

### *dpy-27* is required for X chromosome repression throughout development

Comparison of gene expression between sexes is a measure of dosage compensation, but sex-biased gene expression confounds the interpretation of the data (see discussion). To specifically study DCC mediated X repression, we analyzed gene expression changes in hermaphrodites mutant for *dpy-27* or upon *dpy-27* RNAi knockdown. 

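For *dpy-27(y56)* L1s, 3 libraries of 5319115 to 14880798 mapped reads (median 13381002) were compared with N2 L1 replicates 1 and 2, the library deposited under both sexes being left out. Worms fed with bacteria for *dpy-27* or control RNAi gave 4 and 4 L3 libraries and 4 and 6 mixed embryo libraries. Mapped reads were between 7241611 and 25754568 (median 7764714) in *dpy-27* RNAi L3s and between 5367361 and 23044864 (median 7706912) in control RNAi L3s. They were between 11046834 and 29859587 (median 24630722) in *dpy-27* RNAi mixed embryos and between 7837501 and 29571736 (median 17407160) in control RNAi mixed embryos. The targeted transcript was at 41.3, 25.5 and 38.4 FPKM in *dpy-27(y56)* L1s and at 38.4 and 41.1 FPKM in N2 L1s (log2 fold change -0.39, adjusted p = 0.450 from limma). In mixed embryos it was at 26.0, 27.9, 36.9 and 36.9 FPKM with *dpy-27* RNAi and at 74.7, 64.9, 135, 110, 79.0 and 84.4 FPKM with control RNAi (log2 fold change -1.48, adjusted p = 1.00 from limma). In L3s it was at 114.9 FPKM in the library labelled *dpy-27* RNAi replicate 1 and at 15.8, 15.7 and 19.9 FPKM in replicates 2 to 4, against 26.0, 18.5, 17.1 and 18.5 FPKM with control RNAi. The log2 fold change in L3s was 0.42 (adjusted p = 0.819 from limma) and -0.24 without replicate 1, so in L3s the transcript does not check the labels. The means that S2 File gives for the RNAi mixed embryos equal those of replicates 1 and 2 of each group in 100% of 1271 genes (*dpy-27* RNAi) and 1262 genes (control RNAi), and not those of all replicates, from which they differ by a median of 26.5% and 38.2%. The paper gives no reason for this. The main analysis uses all replicates, and values over replicates 1 and 2, a setting chosen after this was seen, are given beside it.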

As mutants and RNAi treated worms showed more variability in staging, we mainly used “mixed stage embryos” isolated by bleaching gravid adults. Mixed stage embryos contained 100–300 cells (S4A Fig). We used *dpy-27* RNAi in mixed embryos and L3, because of the difficulty collecting *dpy-27(y56)* null mutant. Western blot analyses showed ~70% and ~40% knockdown of DPY-27 in embryos and L3s, respectively (S4B Fig). Mutation (Fig 3D) or depletion (Fig 3E) of *dpy-27* caused significant X chromosome derepression in early and mixed-stage embryos, L1 and L3 worms. 

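In *dpy-27(y56)* early embryos, the median log2 fold change against N2 was 1.00 over 1562 X genes and -0.15 over 9050 autosomal genes. An X shift of 1.15 resulted, with an SD of 0.22 between libraries (exact permutation p = 0.1, n = 3 and 3), and from 1.05 to 1.25 with one library left out. X scores were 0.49, 0.83 and 0.45 in the mutant libraries and -0.48, -0.39 and -0.82 in N2. Of the X genes 77.2% and of the autosomal genes 43.5% were higher in the mutant (one-sided Wilcoxon rank-sum test across genes, p = 1.10e-155, n = 1562 and 9050). Against the 2 heterozygous libraries, the X shift was 0.30 (SD 0.14, exact permutation p = 0.2). Without the part that followed each gene's change from early to comma embryos, the X shift against N2 was 0.54, which is 46.5% of its size. In *dpy-27(y56)* L1s, the median was 0.31 over 2080 X genes and -0.03 over 11766 autosomal genes, an X shift of 0.34 (SD 0.09, n = 3 and 2). Its exact permutation p was 0.2, against a smallest p of 0.1, since X scores of the mutants were 0.22, 0.18 and 0.01 and those of N2 -0.21 and -0.17, and with one library left out it lay between 0.28 and 0.41 (Wilcoxon p = 5.26e-69 across genes). In *dpy-27* RNAi L3s, the median was 0.39 over 1920 X genes and -0.04 over 10646 autosomal genes. Here the X shift was 0.43, with an SD of 0.05 between libraries (p = 0.0286, exact permutation test, the smallest that 4 libraries against 4 allow). Within the 4 same-numbered pairs, X scores were higher with *dpy-27* RNAi in each (mean difference 0.43). The exact sign-flip permutation test, added after the values were seen, gave p = 0.125, the smallest that 4 pairs allow. All 4 *dpy-27* RNAi L3 libraries, with X scores of 0.15, 0.18, 0.28 and 0.26, lay above the control RNAi libraries, between -0.27 and -0.16, and the lowest of them is the library labelled replicate 1 with the high *dpy-27* transcript level. In mixed embryos, over replicates 1 and 2 of each group, the median was 0.38 over 2031 X genes and -0.04 over 10835 autosomal genes. Their X shift was 0.42 (SD 0.23, p = 0.333, the smallest p of an exact permutation test of 2 against 2), with X scores of 0.06 and 0.43 for *dpy-27* RNAi and -0.37 and -0.10 for control RNAi. Over all 10 libraries, the X shift was 0.57, smaller than the SD of 0.59 between libraries (p = 0.186, exact permutation test). X scores were then 0.55, 1.06, -0.06 and 0.11 in *dpy-27* RNAi replicates 1 to 4 and 0.15, 0.54, -0.24, -0.19, -1.35 and -0.27 in control RNAi replicates 1 to 6. This test ignores replicate numbers, by which replicates 1 to 3 correlate and replicate 4 does not. Same-numbered libraries, compared after the values were seen, differed by 0.40, 0.52, 0.18 and 0.30 (exact sign-flip permutation p = 0.125, the smallest that 4 pairs allow). With the number as a block, the *dpy-27* transcript had an adjusted p of 0.0483 (limma). The X shift without regard to numbers was 0.36 without control RNAi replicate 5 and 0.80 without *dpy-27* RNAi replicate 3. After the part that followed developmental age was removed it was 0.49 (SD 0.08), and every *dpy-27* RNAi library, from 0.21 to 0.39, lay above every control library, from -0.32 to -0.11. From the derepression at these stages, the paper proposes that the DCC acts throughout development.

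**Figure D2:**
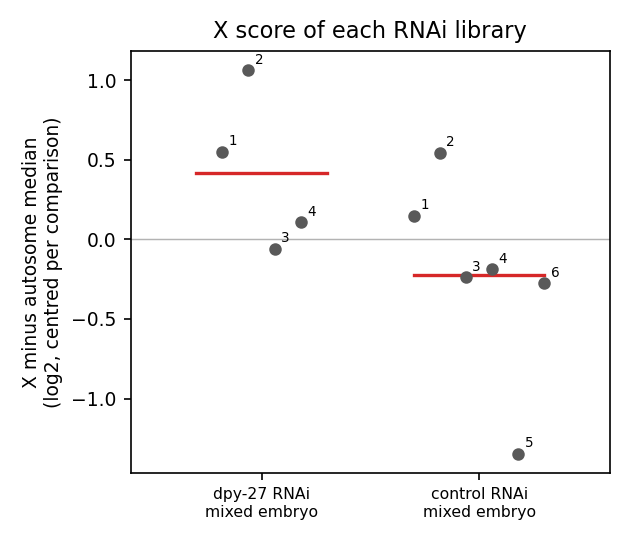
X scores (median log2 value of X genes minus that of autosomal genes, centred on the mean of the libraries) of the 4 *dpy-27* RNAi and the 6 control RNAi mixed embryo libraries. Points are libraries, labelled by replicate number, and red bars are group means; control RNAi replicate 5 is the lowest library, at -1.35, and the groups overlap.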

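In *dpy-27(y56)* L1s, 46 of 13846 genes had an adjusted p-value under 0.05 (limma), 34 higher and 12 lower, with 9 higher and 0 lower on the X. Of all genes tested, 2139 had an unadjusted p under 0.05. The count was 2 without mutant replicate 2 and 7 without mutant replicate 3, and with the library deposited under both sexes added to the N2 controls, after it was seen, it was 0 (964 with an unadjusted p under 0.05). The largest rise was that of *nspe-2* (WBGene00012604, chromosome II), listed at 0 in both N2 libraries and at 77.9 to 200 FPKM in mutants (adjusted p = 0.00115 from limma, lost in 1 of the 3 fits that each left out one mutant library). Y45F3A.5 (WBGene00012862, chromosome III) fell most, from 11.7 and 16.2 FPKM in N2 to values listed at 0 in every mutant library (adjusted p = 0.0473 from limma, lost in all 3 of those fits). In *dpy-27* RNAi L3s, 4 of 12566 genes had an adjusted p-value under 0.05 and 1547 an unadjusted p under 0.05. *ins-20* (WBGene00002103, chromosome II), *cyp-13B1* (WBGene00008519, X chromosome) and *sams-1* (WBGene00008205, X chromosome) were higher and *hsp-16.2* (WBGene00002016, chromosome V) was lower, of which *cyp-13B1* and *sams-1* are named after their values were seen. *ins-20* was listed at 0 in every control RNAi library and at 2.07 to 12.3 FPKM with *dpy-27* RNAi (adjusted p = 0.0357 from limma). *hsp-16.2* was at 32.7 ± 1.35 FPKM with *dpy-27* RNAi and 73.9 ± 9.93 FPKM with control RNAi (SD, n = 4 each), a log2 fold change of -1.22 (standard error 0.12, adjusted p = 0.0354 from limma). Both lost the threshold in 8 of 8 fits with one library left out, and the number of changed genes ranged from 0 without *dpy-27* RNAi replicate 2 to 5 without control RNAi replicate 1. Libraries of the same number correlated in L3s and were treated as pairs. With the pairs in the limma model the number was 230, of which 140 were higher and 90 lower.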

Analysis of newly expressed genes in each stage also indicated that condensin DC represses X chromosomes throughout these developmental stages (S5 Fig). Therefore, although previous studies that used temperature sensitive mutants of various DCC subunits found that the critical time period for DCC activity is centered around the comma stage of embryogenesis, our results suggest that the DCC acts throughout development [12].

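Among the genes listed as newly expressed in L1s, 40 X genes and 138 autosomal genes were tested in *dpy-27(y56)* L1s. Their median log2 fold change was 0.17 on the X and -0.08 on autosomes, an X shift of 0.24 with an SD of 0.11 between libraries. The exact permutation test gave p = 0.1, the smallest that 3 libraries against 2 allow, and the one-sided Wilcoxon rank-sum test across genes p = 0.0256. With one library left out the X shift lay between 0.22 and 0.36. The list was chosen by the study from hermaphrodite expression and may not be independent of the N2 libraries.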

### Differences in gene regulation by condensin DC subunit *dpy-27* and non-condensin member of the DCC *dpy-21*

We also analyzed *dpy-21*, a non-condensin subunit of the DCC, whose null mutation (*e428*) is not lethal, but leads to X chromosome dosage compensation defects including a dumpy phenotype [10,11,41]. 

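The *dpy-21(e428)* early embryos were sequenced as 3 libraries of 10523253 to 21453790 mapped reads (median 12037869) and compared with the 3 N2 early embryo libraries. *dpy-21(e428)* L3s gave 4 libraries of 23041038 to 32835553 mapped reads (median 29141860), compared with 4 N2 L3 libraries of 11218913 to 32557623 mapped reads (median 21562670), which S1 File groups with them. The comparison of *dpy-21(e428)* with N2 in mixed embryos is not analysed here. The *dpy-21* transcript (WBGene00001080, chromosome V) was at 75.0, 48.5 and 21.3 FPKM in mutant early embryos and at 88.6, 83.6 and 83.8 FPKM in N2 (log2 fold change -0.73, adjusted p = 0.302 from limma). In L3s it was at 20.4, 24.1, 23.7 and 23.4 FPKM in mutants and at 23.5, 30.6, 22.8 and 21.1 FPKM in N2 (log2 fold change -0.15, adjusted p = 0.599 from limma), so in L3s the transcript does not check the labels.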

In mixed embryos and L3, *dpy-21(e428)* mutation also caused X chromosome derepression (Fig 3F). 

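In *dpy-21(e428)* L3s, the median log2 fold change was 0.59 over 1926 X genes and -0.08 over 10459 autosomal genes. Their difference gives an X shift of 0.66, with an SD of 0.04 between libraries (exact permutation p = 0.0286, n = 4 and 4), and from 0.65 to 0.69 with one library left out. X scores were 0.25, 0.35, 0.35 and 0.36 in mutant replicates 1 to 4 and between -0.34 and -0.31 in N2. Among 12385 genes, 861 had an adjusted p-value under 0.05 (limma), 767 higher and 94 lower. On the X, 572 were higher and 5 lower, against 195 higher and 89 lower on autosomes, so 99.1% and 68.7% of the changed genes were higher. The X genes that were lower, named after their values were seen, were F56C3.8 (WBGene00018945), ZK54.3 (WBGene00022648), *hrg-1* (WBGene00019830), *nspc-17* (WBGene00008359) and *nspc-19* (WBGene00008360). The number of changed genes was 242 without mutant replicate 3, and 1488 (1210 higher, 278 lower) with the libraries of both N2 L3 collections as controls. The largest rise was that of Y32B12A.1 (WBGene00012516, chromosome V), at 3.52 to 41.9 FPKM in mutants and listed at 0 to 0.241 FPKM in N2, with a log2 fold change of 6.58 (standard error 0.76, adjusted p = 0.00321 from limma). The largest fall was that of C25F9.11 (WBGene00045411, chromosome V), listed at 0 to 0.168 FPKM in mutants and at 14.0 to 39.4 FPKM in N2, with a log2 fold change of -7.09 (standard error 0.34, adjusted p = 3.94e-05 from limma).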

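In *dpy-21(e428)* early embryos, the median log2 fold change against N2 was 0.16 over 1246 X genes and -0.02 over 8228 autosomal genes. The X shift of 0.19 was smaller than the SD of 0.25 between libraries (p = 0.4, exact permutation test, n = 3 and 3). X scores were 0.27, 0.30 and -0.28 in mutant replicates 1 to 3 and -0.05, 0.01 and -0.27 in N2. Without mutant replicate 1 the X shift was 0.10, and it was 0.40 without mutant replicate 3. Within same-numbered pairs of libraries, a comparison added after the values were seen, the X scores differed by 0.32, 0.30 and -0.01 (exact sign-flip permutation p = 0.5, against a smallest p of 0.25). Without the part that followed each gene's change from early to comma embryos, 0.02 was left. Across genes (n = 1246 and 8228), a one-sided Wilcoxon rank-sum test gave p = 1.56e-23. Over 9380 genes tested in both mutants, the X shift of *dpy-27(y56)* against N2 was larger by 0.74, with an SD of 0.30 between libraries. A permutation test of this difference was not run. With 3 mutant libraries against 3, its smallest p would be 0.1, as for other X shifts tested here. The difference was 0.47 without *dpy-21(e428)* replicate 3. With heterozygous embryos as the control of *dpy-27(y56)*, a setting chosen after the values were seen, the X shift was larger by 0.12 over 9254 genes, less than the SD of 0.28 between libraries (permutation p = 0.615 over 200 relabellings within the comparisons, after the X shift common to them was subtracted).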

In early embryos, *dpy-21(e428)* had a relatively less X-specific effect compared to *dpy-27(y56)*. 

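Among 9474 genes tested in *dpy-21(e428)* early embryos against N2, 583 had an adjusted p-value under 0.05 (limma), 272 higher and 311 lower. On the X, 33 were higher and 24 lower, so 57.9% of the changed X genes were higher, against 239 higher and 287 lower, or 45.4% higher, on autosomes. The number rested on single libraries, at 1 without N2 replicate 1 and 4715 without mutant replicate 3. Libraries of the same number correlated and were treated as pairs, and with the pairs in the limma model 1065 genes changed, 559 higher and 506 lower. Without scaling between libraries, 878 genes changed, 183 higher and 695 lower. Y71H2AM.4 (WBGene00022169, chromosome III) rose most, with a log2 fold change of 10.12 (standard error 0.30, adjusted p = 3.34e-05 from limma), from 3.88e-05 to 8.97e-04 FPKM in N2 to between 73.0 and 125 FPKM in mutants. The gene listed as WBGene00194930 (chromosome IV) fell most, from 8.72 to 22.1 FPKM in N2 to values listed at 0 in mutants (adjusted p = 0.0139 from limma, lost in 3 of the 6 fits with one library left out).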

In *dpy-21(e428)* early embryos, 72% of X and 58% of autosomal genes were significantly upregulated. 

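With N2 embryos as the control, 5117 of 10612 genes had an adjusted p-value under 0.05 (limma) in *dpy-27(y56)* early embryos, 2793 higher and 2324 lower. On the X, 848 were higher and 104 lower, against 1945 higher and 2220 lower on autosomes. The count was between 3520, without N2 replicate 1, and 5612, without mutant replicate 3. With heterozygous embryos as the control, no gene of 10944 passed the threshold, and 297 had an unadjusted p under 0.05. Against N2, C02E7.7 (WBGene00015340, chromosome V) rose most, listed at 0 to 0.834 FPKM in N2 and at 41.2 to 244 FPKM in mutants (log2 fold change 9.08, standard error 1.00, adjusted p = 4.44e-04 from limma). *nspd-1* (WBGene00022754, chromosome I) fell most, from 8.36 to 26.8 FPKM in N2 to values listed at 0 in mutants (adjusted p = 1.15e-04 from limma).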

In *dpy-27(y56)* early embryos, DESeq analysis did not identify any genes that met the significance cutoff (adjusted p value < 0.05). But, among the top five percent of *dpy-27* regulated genes, 81% of X and 31% autosomal genes were upregulated. 

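The 5% of genes with the smallest p in *dpy-27(y56)* against N2 early embryos were 531 genes, 200 on the X and 331 on autosomes. Of these, 99.5% of the X genes and 89.7% of the autosomal genes were higher in the mutant. Against heterozygous embryos they were 547 genes, 114 on the X and 433 on autosomes, of which 91.2% and 36.5% were higher.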

The effect of *dpy-21(e428)* on X chromosome expression was more specific in the later stage worms. Clustering and heatmap analysis of gene expression changes showed that *dpy-21(e428)* caused both increased and decreased expression from the X chromosomes in early embryos, whereas majority of the X chromosomal genes were derepressed in comma stage embryos and L3s (S4C Fig). 

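The share of X genes with a higher value in *dpy-21(e428)* than in N2 was 59.4% in early embryos and 94.9% in L3s. On autosomes it was 48.6% in early embryos and 35.5% in L3s. The difference between these stages was not tested. Comma stage embryos of this mutant are not analysed here.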

A recent study noted that regulation of H4K16 acetylation on the X chromosomes differs between *dpy-21* and other DCC subunits in early embryos [29]. 

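Across the 1240 X genes tested in both mutants, the log2 fold changes of *dpy-27(y56)* and *dpy-21(e428)* early embryos against N2 had a Spearman rho of 0.778, as a description across genes, which are not independent replicates. Both comparisons use the same 3 N2 libraries, and simulated mutants without any change gave rho between 0.41 and 0.53 (median 0.47 over 1000 simulations) from these shared controls alone. The changes had the same sign in 72.8% of the genes, against 67.6% in the simulations, and 651 genes were higher in both mutants. With heterozygous embryos as the *dpy-27(y56)* control, an alternative added after the values were seen, rho was -0.21 over 1235 genes, and 45.0% had the same sign.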

Since regulation of X chromosome expression also differed between *dpy-27(y56)* and *dpy-21(e428)* mutants, *dpy-21* may have a DCC-independent role in early embryos.

### The DCC represses transcription continuously across the X chromosome

An earlier microarray study suggested that approximately half of X-chromosomal genes are dosage compensated. These genes were identified by the criteria that they were upregulated in the DCC mutants and were equally expressed between XX and XO hermaphrodite embryos [42]. Subsequently, global run on analysis (GRO-seq) of active transcription in *sdc-2(y93*,*RNAi)* embryos showed a uniform increase in RNA Pol II levels across most X chromosomal genes [43], suggesting that there is no large distinct set of genes that escape from DCC-mediated repression. In agreement with a continuous effect, our analysis of the published GRO-seq data showed similar upregulation between previously categorized dosage compensated and non-compensated genes (Fig 4A). In mixed stage embryos, *dpy-27* RNAi mRNA-seq also showed derepression of X chromosomal genes. 

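Over replicates 1 and 2 of each group of RNAi mixed embryos, 96.1% of X genes and 43.0% of autosomal genes had a higher value with *dpy-27* RNAi. Over all replicates these shares were 90.3% and 49.1%. None of 12866 genes had an adjusted p-value under 0.05 (limma) over replicates 1 and 2, and 265 had an unadjusted p under 0.05. Over all replicates the count was 0 of 12318 genes, with 105 at an unadjusted p under 0.05.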

Derepression was slightly stronger for previously defined compensated genes, suggesting that posttranscriptional regulation contributes to the final mRNA levels in the DCC mutants.

**Fig 4:**
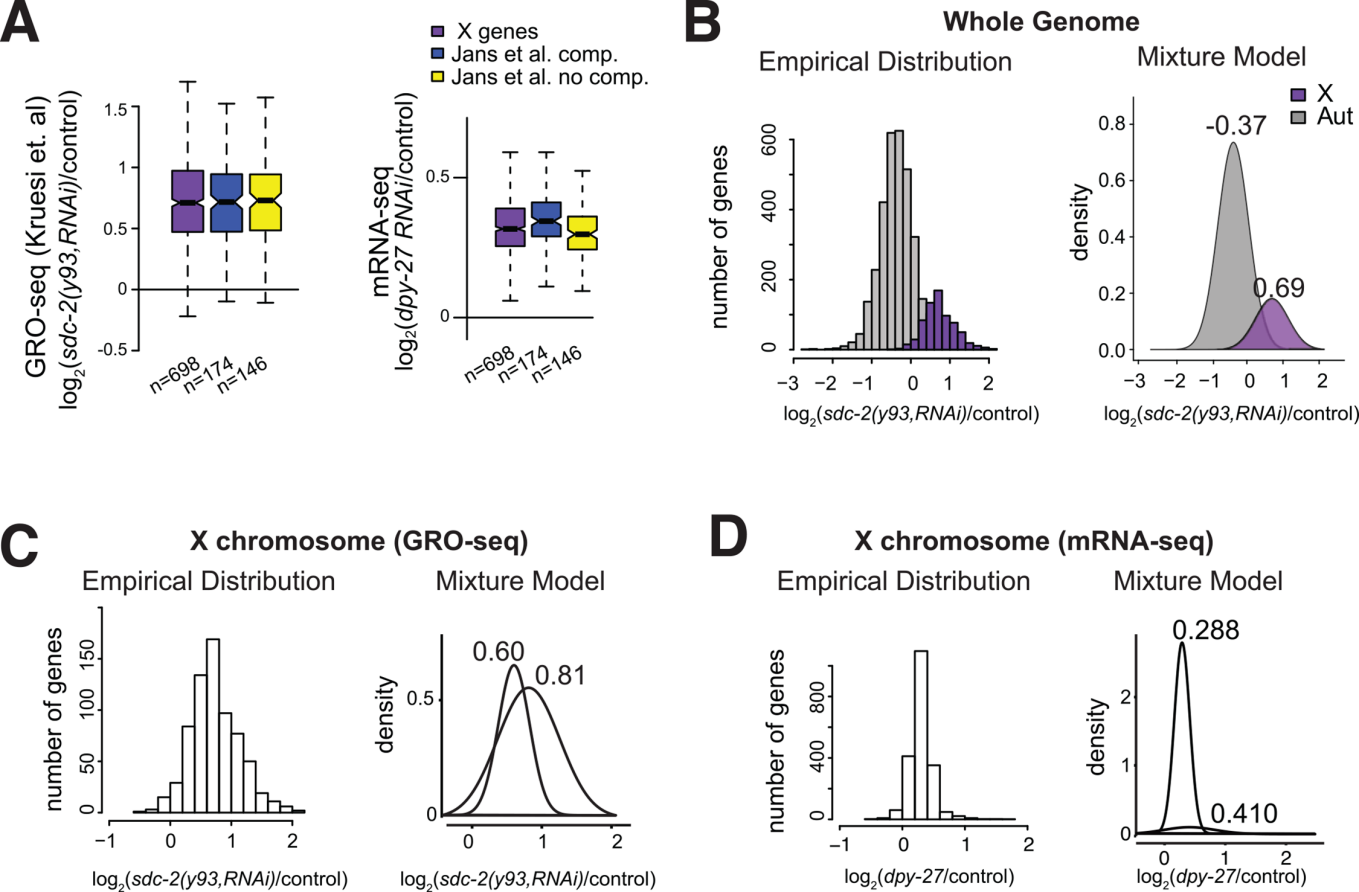
DCC-mediated transcriptional repression is applied continuously across the X chromosomal genes. (A) Box plots show the distribution of GRO-seq gene-body log_2_ ratios in *sdc-2(y93*,*RNAi)* versus control mixed stage embryos taken from published data [43]. Dosage compensated (blue) and non-compensated (yellow) genes were previously categorized by microarray experiments [42]. On average, previously designated compensated and noncompensated classes showed similar upregulation of transcription upon *sdc-2(y93*,*RNAi)* treatment. Same analysis was performed using mRNA-seq data comparing *dpy-27* versus control RNAi in mixed embryos. In this case, noncompensated classes showed less upregulation measured by mRNA-seq. (B) A mixture model was used to represent the presence of subpopulations within an overall population, and applied to the GRO-seq expression ratios of all measured genes. This model identified two distributions similar to the empirical X and autosomal distributions. Values above modeled distributions show the mean for each distribution. (C, D) Same mixture model approach was used to analyze subpopulations within only the X chromosome using the GRO-seq (C), and *dpy-27(y56)* mRNA-seq (D) data in mixed embryos. Both subpopulations showed upregulation, thus the effect of the DCC appears continuous such that no large distinct class of genes completely escapes DCC regulation.

To further test if the DCC acts on a distinct set of genes on the X, we analyzed the distribution of expression changes caused by DCC disruption. We used a standard expectation-maximization algorithm that mixes multiple normal distributions to model the overall pattern of expression changes. We reasoned that if there is a large group of genes specifically repressed by the DCC, when two distributions are forced on the data, one distribution should reflect expression of DCC regulated genes and another should reflect genes not regulated by the DCC. Indeed, when applied to the whole genome GRO-seq data, two distributions can be modeled. Separation of two distributions with average fold changes of -0.37 and 0.69 closely mirrored the distributions of changes for the autosomes and X chromosome (Fig 4B). This indicated that the analysis is sensitive to finding differentially regulated genes by the DCC. Next, we applied the same method to the X chromosome, using GRO-seq data (Fig 4C), and the mRNA-seq data from *dpy-27(y56)* L1s (Fig 4D). In both cases, the separated distributions all showed upregulation, suggesting that there are no large group of genes that escape DCC regulation on the X. This does not exclude the possibility that different groups of genes are affected at different levels, but this effect must be continuous, rather than discrete.

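A mixture of 2 normal distributions fitted to the log2 fold changes of 2080 X genes in *dpy-27(y56)* L1s had means of 0.29, for 70.6% of the genes, and 0.50, for 29.4%. Their SDs were 0.55 and 2.34, so the components differed mainly in width. The lower mean was -0.44 without N2 L1 replicate 1 and at most 0.37 with another library left out, and it was 0.19 with equal variances and 0.19 with a pseudocount of 1. In RNAi mixed embryos, over replicates 1 and 2, the means were 0.38, for 85.9% of 2031 X genes, and 0.67. Over all replicates they were 0.52, for 80.2% of 1929 X genes, and 0.94, and the lower mean stayed between 0.32 and 0.62 with one library left out. From the upward shift of both distributions, the paper proposes that no large group of X genes escapes regulation by the DCC.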

### Mutations in *set-1* and *set-4* affect X chromosome dosage compensation

In *C*. *elegans*, H4K20 is monomethylated by SET-1, and H4K20me1 is converted to di- and tri-methylation by SET-4 [18,19]. Concurrent enrichment of H4K20me1 and depletion of H4K20me3 on the X chromosomes suggested that the DCC increases H4K20me1 levels on the X by reducing SET-4 activity [18] (Fig 5A). X-enrichment of H4K20me1 requires the DCC subunits, including *dpy-21* [18]. We analyzed genome-wide expression changes that occur in *dpy-21(e428)*, *set-1(tm1821)* and *set-4(n4600)* null mutants [18,19]. 

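The *set-4(n4600)* L3s were sequenced as 4 libraries of 11434830 to 30508073 mapped reads (median 17355476) and compared with the N2 L3 libraries used for *dpy-21(e428)*. The *set-4* transcript (WBGene00016313, chromosome II) was at 0.422, 0.895, 0 and 0.0965 FPKM in the mutant and at 8.29, 11.2, 9.88 and 7.96 FPKM in N2. Its log2 fold change was -4.88 (adjusted p = 0.0931 from limma), and every mutant library lay below every N2 library.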

*Set-1* null mutant is maternal effect sterile, and RNAi knockdown of *set-1* leads to germline deficient adults, thus we could not isolate embryos. Therefore, we collected *set-1(tm1821)* homozygous and heterozygous L3 larvae (see Material and Methods). 

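The *set-1(tm1821)* homozygous larvae gave 3 libraries of 9245403 to 24761758 mapped reads (median 14709565) and the heterozygous larvae, used as the control, 3 libraries of 7036817 to 22307136 (median 17724120). These larvae are called L3 in the paper's text and L2 in S1 File. The *set-1* transcript (WBGene00004781, chromosome III) was at 21.8, 24.9 and 20.3 FPKM in homozygous and at 25.5, 26.4 and 24.2 FPKM in heterozygous larvae (log2 fold change -0.13, adjusted p = 0.627 from limma), so it does not check the labels.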

Western blot analysis in whole-larval extracts showed expected changes in H4K20me1 (Fig 5B) [18,19]. H4K20me1 reduced in *dpy-21(e428)*, increased in *set-4(n4600)*, and was eliminated in *set-1(tm1821)*. Immunofluorescence analysis of intestinal nuclei had also shown that H4K20me1 is higher on X in N2 wild type worms; decreases to the autosomal levels in *dpy-21(e428)* mutant; and increases and becomes equal between X and autosomes in *set-4(n4600)* mutant [19].

**Fig 5:**
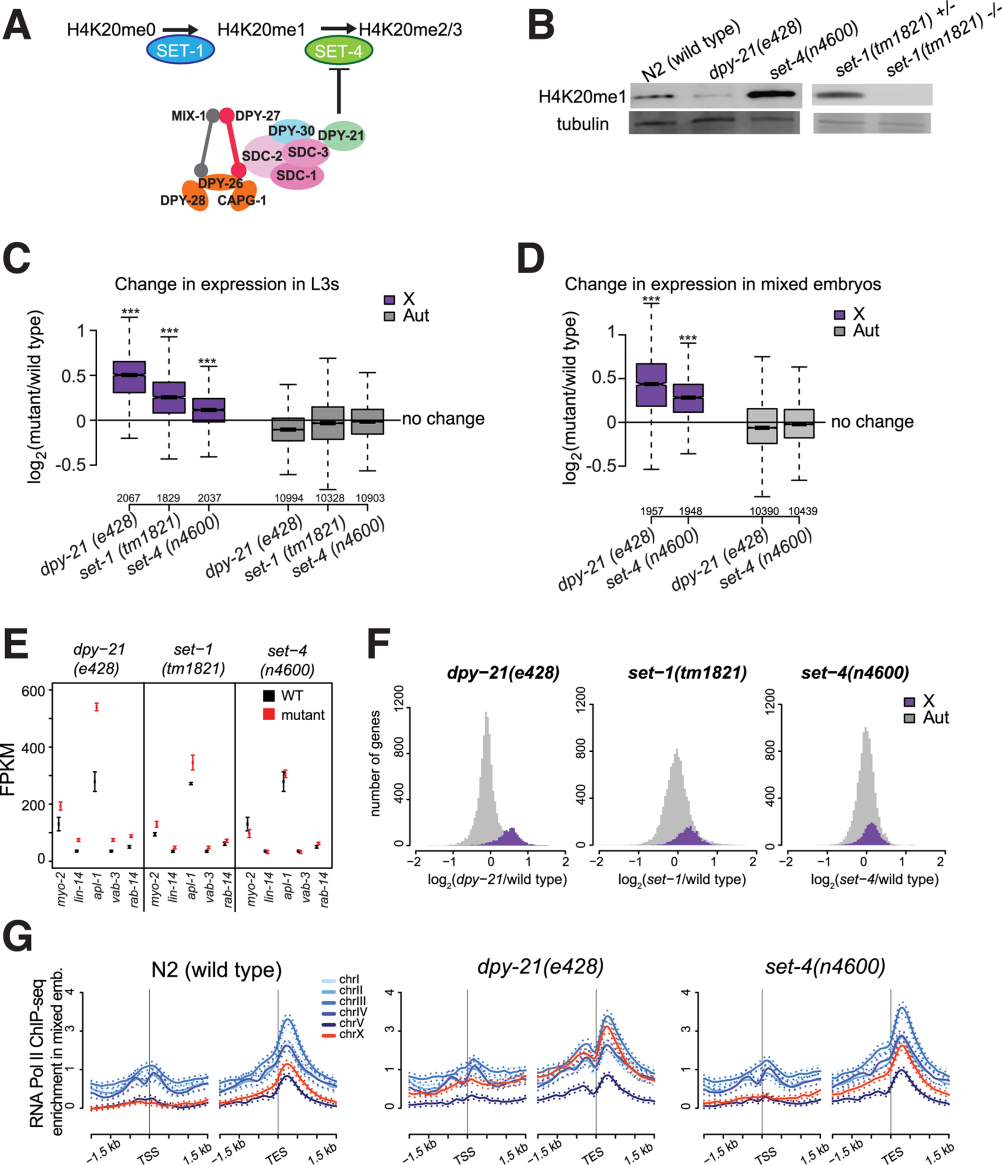
Proper regulation of H4K20 methylation is important for X chromosome dosage compensation. (A) H4K20 methylation is catalyzed in two steps by the histone methyl transferases SET-1 and SET-4. Previous work suggested that the DCC causes H4K20me1 enrichment on the X chromosome by reducing SET-4 catalyzed conversion of H4K20me1 to H4K20me2/3 on the X [18]. (B) Western blot analysis of H4K20me1 levels in wild type N2, *set-4(n4600)*, *dpy-21(e428)*, and in set-1*(tm1821)* null mutant L3 larvae. (C, D) Distribution of log_2_ fold-differences in mRNA levels between mutant and wild type worms in (C) L3 larvae and (D)mixed embryos. All three mutations showed a significant difference between X and autosomal expression changes (Wilcoxon rank-sum test, *** = p < 10^−3^). (E) L3 mRNA-seq differential expression values are plotted for the previously designated dosage compensated genes [11,42,102]. Error bars show the standard error of the mean. (F) The distribution of expression changes (x-axis) in the three mutants show a shift in X chromosome expression, thus the difference between X and autosomes in panel C is not driven by a small number of genes. (G) Average RNA Polymerase II (AMA-1) ChIP-seq enrichment for each chromosome is plotted across the transcription start (TSS) and transcription end sites (TES) in wild type, *dpy-21(e428) and set-4(n4600)* mixed stage embryos.

H4K20me1 reduction due to *set-1* or *dpy-21* null mutation led to a significant increase in X chromosome expression compared to autosomes in L3 larvae (Fig 5C). 

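In *set-1(tm1821)* larvae, the median log2 fold change of homozygous against heterozygous was 0.31 over 1901 X genes and -0.04 over 10733 autosomal genes. This X shift of 0.34 had an SD of 0.03 between libraries (p = 0.1, exact permutation test, n = 3 and 3) and lay between 0.32 and 0.35 with one library left out. X scores were between 0.16 and 0.19 in homozygous and between -0.21 and -0.13 in heterozygous larvae. Of the X genes 81.6% and of the autosomal genes 45.3% were higher in homozygous larvae (one-sided Wilcoxon rank-sum test across genes, p = 1.38e-230, n = 1901 and 10733). Among 12634 genes, 2 had an adjusted p-value under 0.05 (limma) and 2123 an unadjusted p under 0.05. Y105C5A.17 (WBGene00013640, chromosome IV) was listed at 0 in every heterozygous library and at 6.06 to 13.5 FPKM in homozygous larvae (adjusted p = 0.0431 from limma). F15D4.5 (WBGene00008862, chromosome II) was at 5.34 ± 0.501 FPKM in homozygous and 18.8 ± 1.00 FPKM in heterozygous larvae (SD, n = 3 each), a log2 fold change of -1.74 (standard error 0.13, adjusted p = 0.0431 from limma). Both lost the threshold in all 6 fits with one library left out, and the number of changed genes was 0 without homozygous replicate 1 and 1 without homozygous replicate 2.

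**Figure D3:**
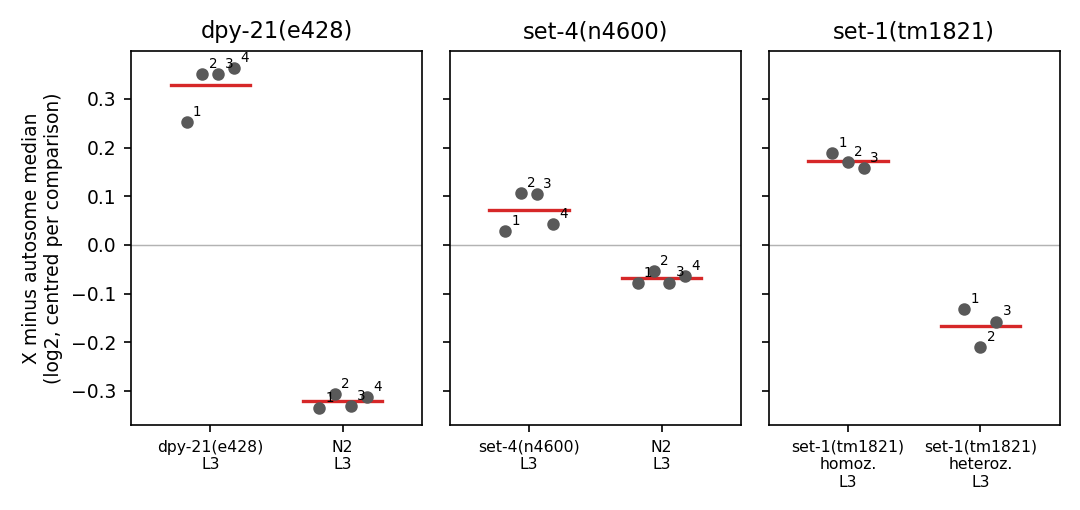
X scores (median log2 value of X genes minus that of autosomal genes, centred per comparison) of mutant and control L3 libraries for *dpy-21(e428)*, *set-4(n4600)* and *set-1(tm1821)*. Points are libraries, labelled by replicate number, and red bars are group means; every mutant library lies above every control library of its comparison.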

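In *set-4(n4600)* L3s, the median log2 fold change against N2 was 0.12 over 1887 X genes and -0.02 over 10377 autosomal genes. At 0.14, the X shift exceeded the SD of 0.03 between libraries (exact permutation p = 0.0286, n = 4 and 4) and stayed between 0.14 and 0.16 with one library left out. Within the 4 same-numbered pairs, X scores were higher in the mutant in each (mean difference 0.14). The exact sign-flip permutation test, added after the values were seen, gave p = 0.125, the smallest that 4 pairs allow. X scores were between 0.03 and 0.11 in the mutant and between -0.08 and -0.05 in N2 (one-sided Wilcoxon rank-sum test across genes, p = 1.16e-95, n = 1887 and 10377). Of 12264 genes, 1 had an adjusted p-value under 0.05 (limma) and 544 had an unadjusted p under 0.05. This gene, *srw-85* (WBGene00005832, chromosome V), was at 0.404 ± 0.245 FPKM in the mutant and 11.3 ± 4.32 FPKM in N2 (SD, n = 4 each), a log2 fold change of -4.57 (standard error 0.41, adjusted p = 0.0280 from limma) that lost the threshold in 5 of 8 fits with one library left out. The count was 0 without *set-4(n4600)* replicate 2 and 3 without N2 replicate 4, and 3 with the replicate numbers treated as pairs in the limma model. The comparison of mixed embryos with N2 is not analysed here.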

We observed a small but significant increase in X expression compared to autosomes in the *set-4(n4600)* mutant L3 (Fig 5C) and mixed stage embryos (Fig 5D). Expression of previously defined dosage compensated genes [11,23,42] were increased in *dpy-21(e428)*, *set-1(tm1821)*, but not as much in *set-4(n4600)* mutant (Fig 5E). 

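Of the X genes shown in Fig 5E, all 5 were higher in *dpy-21(e428)* L3s, with log2 fold changes of 0.58 for *myo-2* (WBGene00003514), 0.96 for *lin-14* (WBGene00003003), 0.93 for *apl-1* (WBGene00000149), 0.74 for *vab-3* (WBGene00006870) and 0.73 for *rab-14* (WBGene00004276). All but *myo-2* (adjusted p = 0.248) had an adjusted p-value under 0.05 (limma), from 0.00464 for *apl-1* to 0.0277 for *vab-3*, and 4 did when adjusted over the list alone. *vab-3* lost the threshold in 5 of 8 fits with one library left out. In *set-1(tm1821)* the log2 fold changes were 0.50, 0.55, 0.40, 0.28 and 0.35 in the same order, with 0 past the threshold over all genes and 1, *apl-1* (adjusted p = 0.0191 from limma), when adjusted over the list alone. In *set-4(n4600)* they were -0.25, -0.18, 0.18, 0.02 and 0.35, with 0 past the threshold in either adjustment, and that of *vab-3* changed sign without *set-4(n4600)* replicate 4 (-0.07), N2 replicate 2 (-0.04) or N2 replicate 3 (-0.09).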

To test if a subset of X chromosomal genes were responsible for the effect seen in the *set-4(n4600)* mutant (Fig 5C), we plotted the distribution of expression ratios on the X and autosomes (Fig 5F). This indicated a slight shift between X and autosomes, suggesting that *set-4(n4600)* has a subtle effect across all genes, rather than a large effect on a subset of X chromosomal genes. 

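In *set-4(n4600)* L3s, 71.1% of the X genes and 46.0% of the autosomal genes had a higher value than in N2. From the shift of the whole distribution, the paper proposes a subtle effect across all X genes in place of a large effect on a subset.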

Note that mRNA-seq measures relative expression changes, rather than absolute. Therefore X derepression seen in the *set-4(n4600)* mutant may not be specific derepression of the X, as discussed later in the results. Nevertheless, the effects of *set-1* and *set-4* mutations indicate that proper regulation of H4K20 methylation is important for X chromosome dosage compensation.

### *dpy-21* and *set-4* regulate RNA Pol II binding

GRO-seq analysis of *sdc-2(y93*, *RNAi)* embryos showed that the DCC reduces RNA Pol II at the X chromosome promoters [43]. To test if the expression changes seen in *dpy-21(e428)* and *set-4(n4600)* mutants are due to transcription, we performed AMA-1 (RNA Pol II large subunit) ChIP-seq analysis. Average RNA Pol II enrichment across the transcription start and end sites showed a 3’ accumulation that was also noted in the GRO-seq analysis for *C*. *elegans* genes (Fig 5G) [43]. RNA Pol II on the X chromosome promoters increased relative to autosomes in *dpy-21(e428)* mutant (Fig 5G). In the *set-4(n4600)* mutant (Fig 5G), there was a subtle shift in RNA Pol II levels between the X and autosomes, suggesting that the effect of *set-4* is also at the level of transcription. These results do not exclude post-transcriptional effects contributing to increased X expression in the *dpy-21(e428)* and *set-4(n4600)* mutants, but do suggest that *dpy-21* and *set-4* act at the level of transcription.

### Differential expression in *dpy-27* RNAi, *dpy-21*, *set-1* and *set-4* mutant L3s

Unlike other DCC subunits, *dpy-21* is not essential, but is required for H4K20me1 enrichment on the X chromosomes [11,18,19]. To understand the role of *dpy-21* in the DCC, we compared gene expression changes in *dpy-27* RNAi, *dpy-21(e428)*, *set-1(tm1821)* and *set-4(n4600)* mutant L3 larvae by clustering differential expression ratios on the X chromosome and autosomes (Fig 6A). 

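Across 1887 X genes tested in both, the log2 fold changes of *dpy-27* RNAi and *dpy-21(e428)* L3s, which have separate controls, had a Spearman rho of 0.122, a description across genes, which are not independent replicates. Of these genes, 84.3% were higher in both, 10.8% in *dpy-21(e428)* only, 2.70% with *dpy-27* RNAi only, and 2.28% were lower in both.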

We note that while the effect of *dpy-27* RNAi and *dpy-21(e428)* were generally similar on the X, genes in several clusters were affected differently between *dpy-27* RNAi and *dpy-21(e428)*. We performed gene ontology (GO) analyses comparing enriched functions in each cluster compared to the whole genome (Fig 6B). 

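Collagen genes of the cuticle were taken as the autosomal genes whose names begin with *col-*, a list fixed by name. With *dpy-27* RNAi in L3s, the median log2 fold change of 86 of them, relative to all autosomal genes, was -0.07, and 37 were higher than in control RNAi. This was smaller than the SD of 0.30 between libraries (exact permutation p = 0.771, n = 4 and 4). Replicate numbers were treated as pairs of these libraries. Within the 4 pairs the *col-* medians differed by -0.34, -0.17, -0.05 and -0.09, lower with *dpy-27* RNAi in each (mean -0.16, SD 0.13). The exact sign-flip permutation test gave p = 0.125, the smallest that 4 pairs allow, a comparison added after the values were seen. In *dpy-21(e428)* L3s, the median of 88 was -0.12, with 29 higher than in N2 and an SD of 0.46 (exact permutation p = 0.771, n = 4 and 4). Without regard to pairs, neither direction held in every fit with one library left out, at 0.05 without *dpy-27* RNAi replicate 1 and 0.07 in *dpy-21(e428)* without N2 replicate 4.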

Interestingly, the effect of *dpy-27* RNAi and *dpy-21(e428)* on clusters enriched for cuticle genes were opposite, yet both mutations result in a dumpy phenotype.

**Fig 6:**
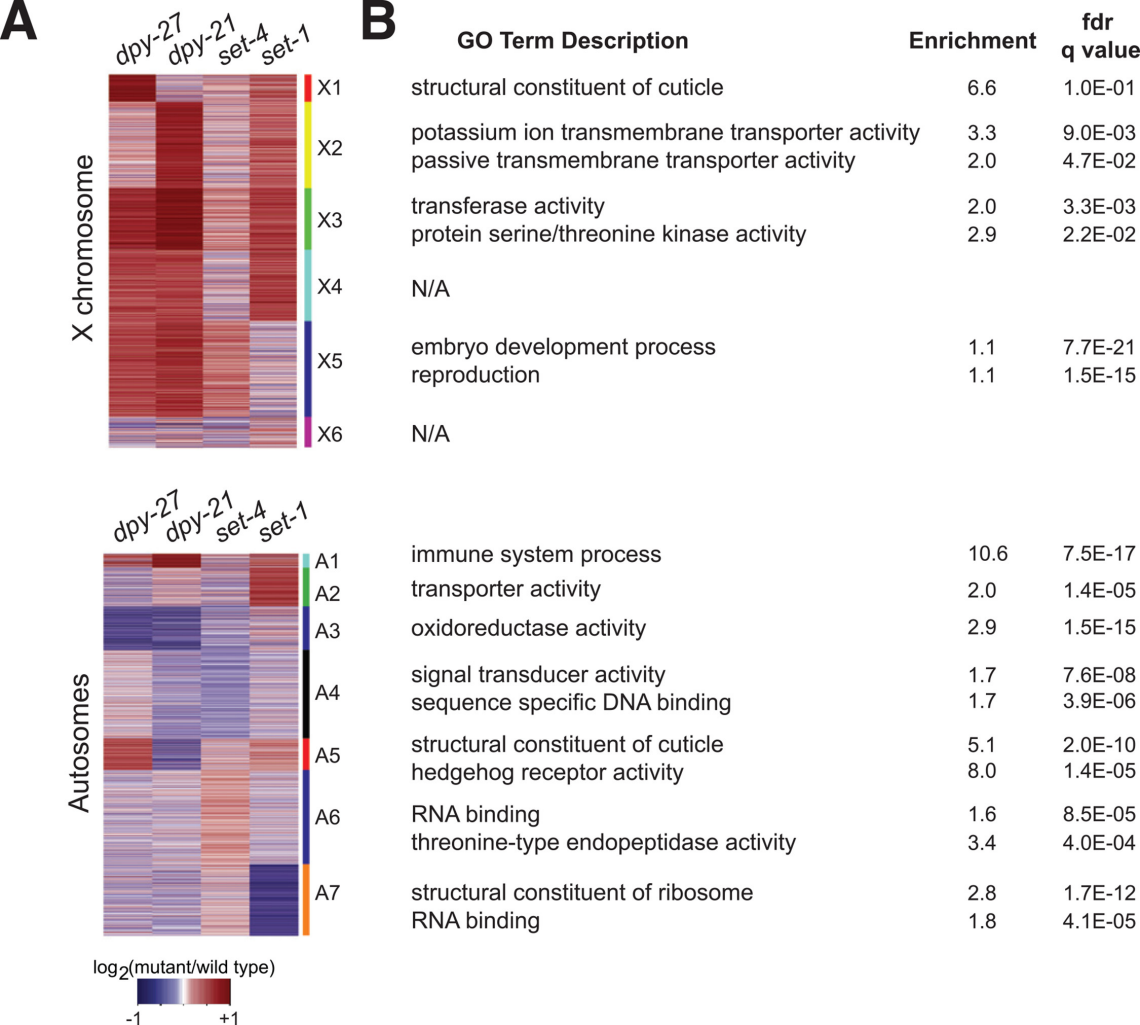
Gene regulation by *dpy-27*, *dpy-21*, *set-4* and *set-1* across the X chromosome and autosomes. (A) K-means clustering was performed using log_2_ ratios of expression in *dpy-27*/control RNAi, *dpy-21(e428)*/N2, *set-4(n4600)*/N2, *set-1(tm1821)* homozygous/heterozygous L3 worms. The clusters are indicated with a color and number to the right of the heat map. (B) GO term analyses indicate the enrichment of gene functions for each cluster compared to the rest of the X or autosomes. Additional GO terms are provided in S4 File.

### H4K20me1 increases genome-wide in the *set-4* mutant, equalizing X and autosomal levels

Since our model for DCC regulation of H4K20me1 posits that the DCC reduces SET-4 activity, X derepression in the *set-4* mutant was somewhat unexpected. To study this further, we performed H4K20me1 ChIP-seq analyses in wild type, *dpy-21(e428)* and *set-4(n4600)* mutant embryos and L3 larvae. Experimental replicates correlated well with each other (S6A Fig). H4K20me1 is enriched in active gene bodies in multiple species [44]. In *C*. *elegans* hermaphrodite L3s, H4K20me1 is enriched on expressed genes, but also across the entire X chromosome including silent genes and intergenic regions (Fig 7A). Such pattern of H4K20me1 enrichment on the X could be achieved by a uniform deposition of H4K20me1 by SET-1 during M phase, followed by DCC-mediated reduction of SET-4 activity across the X chromosome [18]. However, standard ChIP-seq analysis cannot detect a uniform increase, due to the analysis step that normalizes read depth between experiments [45,46]. Therefore, to analyze change in H4K20me1 in the absence of SET-4, we used *C*. *briggsae* ChIP extract as a spike-in control, similar to previous approaches (Fig 7B) [45,47]. The replicates correlated with each other (S6B Fig). Here, we assume that the ChIP-seq enrichment calculated from the *C*. *briggsae* reads should be the same between *set-4(n4600)* and wild type, since the spiked in *C*. *briggsae* extract is the same. For each ChIP sample, the corresponding input was also sequenced, thus the normalization is internally controlled against any potential difference in the spiked in proportion. We normalized H4K20me1 ChIP enrichment from *C*. *elegans* reads to that of *C*. *briggsae* reads, and calculated the ratio of H4K20me1 levels between *set-4(n4600)* and wild type worms (Fig 7B).

**Fig 7:**
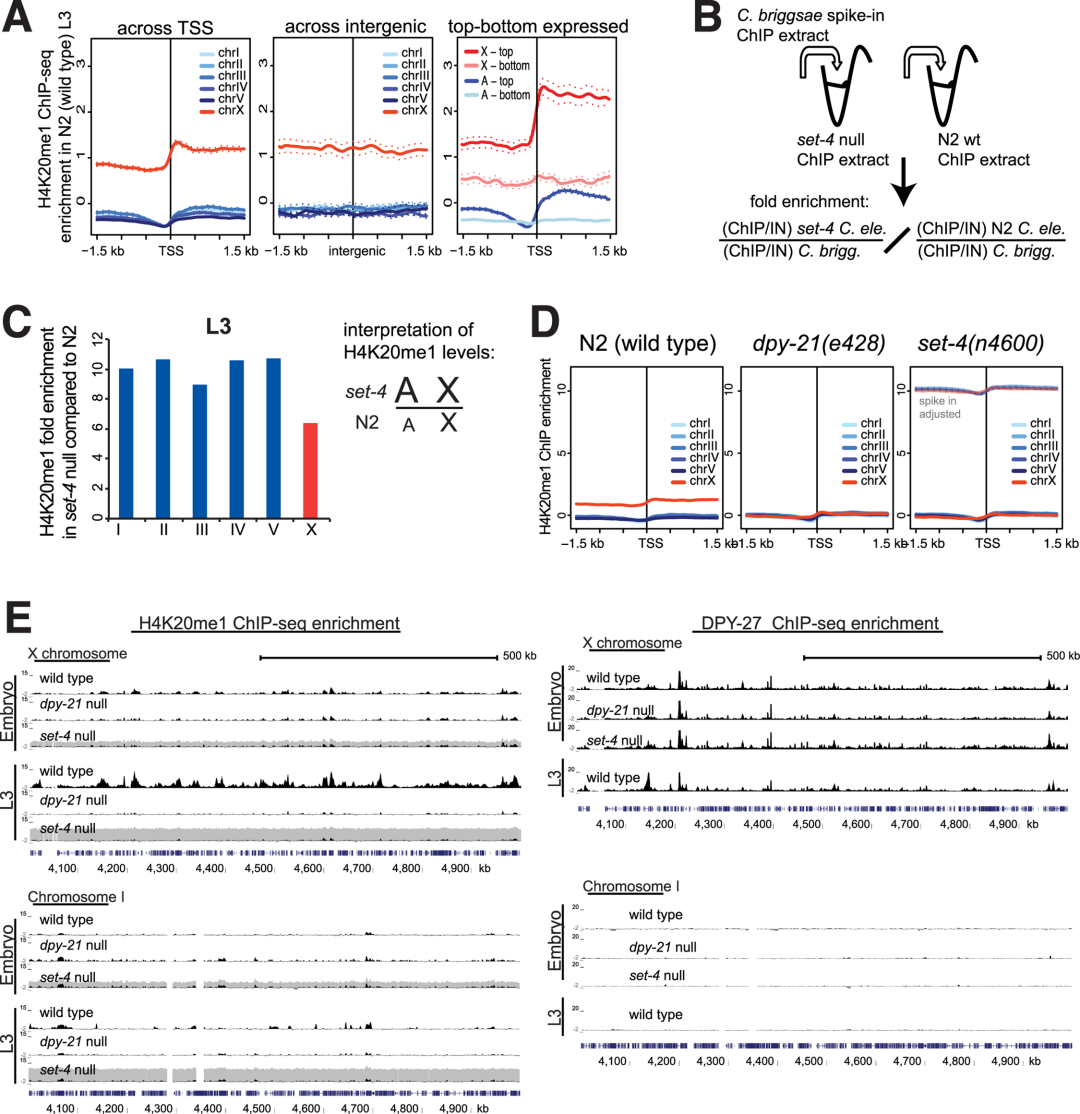
Spike-in normalized analyses of H4K20me1 in *set-4(n4600)* null mutant suggests a genome-wide increase that equalizes X and autosomal levels of H4K20me1. (A) H4K20me1 ChIP-seq in N2 wild type L3 worms. Average ChIP-seq enrichment scores were plotted for each chromosome across transcription start sites (TSS), across middle of intergenic regions that are >5 kb away from any gene, and across TSSs of the upper and lower quintile of expressed genes. (B) Schematic representation of the spike-in ChIP-seq experiment. ChIP extract prepared from *C*. *briggsae* were mixed with extracts prepared from *C*. *elegans* worms prior to H4K20me1 ChIP. The spiked in *C*. *briggsae* extract is the same across wild type and mutant samples. H4K20me1 ChIP enrichment based on total reads that map uniquely to *C*. *elegans* was normalized by the enrichment calculated from reads that map uniquely to the *C*. *briggsae* genome. For each data set, input sample was also sequenced, providing an internal control. (C) Spike in corrected H4K20me1 enrichment ratios reflect the level of H4K20me1 increase in *set-4(n4600)* mutants compared to wild type for each chromosome in L3 worms. (D) Average H4K20me1 ChIP-seq enrichment was plotted across the transcription start sites in wild type, *dpy-21(e428)* and *set-4(n4600)* L3 larvae. Dark lines are from traditionally normalized data. The y-axis scale was increased compared to panel A, to accommodate for inferred enrichment (lighter colored lines) in *set-4(n4600)* based on the spike-in correction ratios from panel C. (E) Representative UCSC genome browser views of ChIP-seq scores for H4K20me1 (left panel) and DPY-27 (right panel). For *set-4(n4600)*, inferred enrichment based on spike-in shifted scores was plotted in grey behind the traditionally normalized ChIP-seq ratios.

In *set-4(n4600)* L3s, there was ~10-fold increase in H4K20me1 on autosomes and ~6 fold increase on the X chromosome (Fig 7C). This is consistent with the idea that in the wild type worms, the DCC already reduces SET-4 activity on the X by half, thus in the absence of SET-4, H4K20me1 increase on autosomes is approximately two-fold more compared to the increase on the X. Immunofluorescence studies in *set-4* null mutants also showed an overall H4K20me1 increase resulting in the equalization of X and autosomal H4K20me1 levels [18,19]. Plotting H4K20me1 enrichment as measured by standard ChIP-seq analysis across transcription start sites illustrates the equalization of H4K20me1 levels between X and autosomes in *dpy-21(e428)* and *set-4(n4600)* mutants (Figs 7D and S7A). In these plots, ChIP-seq experiments were performed without the spike-in control, and the genome-wide increase of H4K20me1 in the *set-4(n4600)* mutant was masked. Adjusting enrichment values by the spike-in ratios obtained from Fig 7C illustrates the inferred H4K20me1 levels in the *set-4(n4600)* mutant L3s (lighter colors in Fig 7D). The ten-fold increase in H4K20me1 levels across the genome was surprising, based on the observation that western blot analysis of H4K20me1 showed approximately five-fold increase in the *set-4* null mutant L3s (Fig 4B). The basis of this difference between the two different assays (ChIP versus western blot) is unclear. A ten-fold increase of H4K20me1 may be possible in the light of previous studies in mammalian cells, which showed that ~80% of H4 is di-methylated at H4K20 [48,49]. If demethylation of H4K20me1 is inefficient in *C*. *elegans*, *set-4* mutation may result in high levels of monomethylation.

### Delay in H4K20me1 enrichment and dosage compensation

The magnitude of H4K20me1 increase and the difference between X and autosomes was greater in L3s compared to mixed stage embryos in *set-4(n4600)* mutant (S7B Fig). This may be due to less H4K20me1 X-enrichment in embryos compared to L3s, consistent with H4K20me1 enrichment occurring later in embryonic development [18,29]. Incomplete X-enrichment of H4K20me1 in mixed stage embryos was also reflected by less H4K20me1 ChIP-seq enrichment on the X chromosome in wild type embryos compared to L3 (Fig 7E, left panel).

The delayed H4K20me1 enrichment may also cause a delay in full dosage compensation. X chromosome expression was not fully balanced between sexes during embryogenesis (Fig 3A). While this may be due to differences in sex-biased expression between developmental stages (see discussion), it may also be due to slightly less dosage compensation due to incomplete enrichment of H4K20me1 on the X chromosomes until the comma stage of embryogenesis. Indeed, X chromosome derepression upon *dpy-27* depletion was slightly but significantly higher in L3 larvae compared to mixed stage embryos (Fig 3E, Wilcoxon rank sum test p value = 5x10^-7^). This was in spite of having more efficient DPY-27 knockdown in embryos compared to L3 larvae (S4B Fig). 

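The X shift of *dpy-27* RNAi was smaller in L3s than in mixed embryos by 0.17 on the log2 scale over all replicates, a difference of -0.17 with an SD of 0.64 between libraries over 11035 genes. Permuting the labels within each stage, after the X shift common to the stages was subtracted, a test added after the values were seen, gave p = 0.611 (14700 relabellings, permutation test, n = 4 and 4 L3 and 4 and 6 embryo libraries). Over replicates 1 and 2 of the embryos, the X shifts were 0.42 in embryos and 0.43 in L3s. Between same-numbered libraries, the X scores differed by a mean of 0.35 in embryos and 0.43 in L3s, so the larger value was then in L3s. These means were not tested against each other, and the embryo libraries do not all correlate by number. Over all replicates the difference was -0.40 without *dpy-27* RNAi embryo replicate 3 and 0.06 without control RNAi embryo replicate 5.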

X-enrichment of H4K20me1 may slightly strengthen DCC mediated X chromosome repression in later development.

### In the *set-4* mutant, repression of autosomes results in a relative effect of X derepression

The small but significant X derepression observed in the *set-4(n4600)* mutant suggested that X/A balance of H4K20me1 contributes slightly to X chromosome dosage compensation (Fig 4C). To address the mechanism of this contribution, we further analyzed gene expression in the *set-4(n4600)* mutant. Since mRNA-seq measures relative expression changes, we could not distinguish if the relative X derepression seen in the *set-4(n4600)* mutant is due to repression from autosomes or an increase from the X. Therefore, we adapted the spike-in normalization scheme for mRNA-seq analysis (Fig 8A). To do this, we mixed 1,000 *C*. *briggsae* worms to 10,000 N2 (wild type) or *set-4* mutant worms before RNA extraction and mRNA-seq analysis. 

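The *set-4(n4600)* and N2 spike-in samples were fed L1s, with 10000 *C*. *elegans* and 1000 *C*. *briggsae* worms mixed in each of 3 samples per group. The authors mapped the reads to both genomes, discarded reads that mapped to both, and deposited htseq-count read counts per gene, not normalized. The *set-4(n4600)* libraries held 2577349, 3215078 and 3132753 reads on *C*. *elegans* genes and 227722, 331407 and 331898 reads on *C*. *briggsae* genes in replicates 1 to 3. N2 libraries held 1533531, 1823671 and 3104019 reads on *C*. *elegans* genes and 129184, 162458 and 288852 reads on *C*. *briggsae* genes. *C*. *elegans* counts were tested with the quasi-likelihood test of edgeR, with library sizes set by the TMM factors of the *C*. *briggsae* genes, over genes with a mean of at least 10 counts. htseq-count assigns reads by position, so near-identical paralogs, whose reads map to several places, are uncertain. The *set-4* transcript had a log2 fold change of -6.34 (adjusted p = 2.49e-08 from edgeR), at a mean of 0.332 CPM in the mutant and 30.5 CPM in N2.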

We used fed L1 worms where we could reliably assume that the number of cells was the same between wild type and the mutant. The replicates correlated well with each other (S8A Fig). Since spiked in *C*. *briggsae* worms were the same across all samples, we normalized *C*. *elegans* expression levels using the linear regression coefficients that equalized *C*. *briggsae* expression between wild type and mutant samples (S8B Fig).

**Fig 8:**
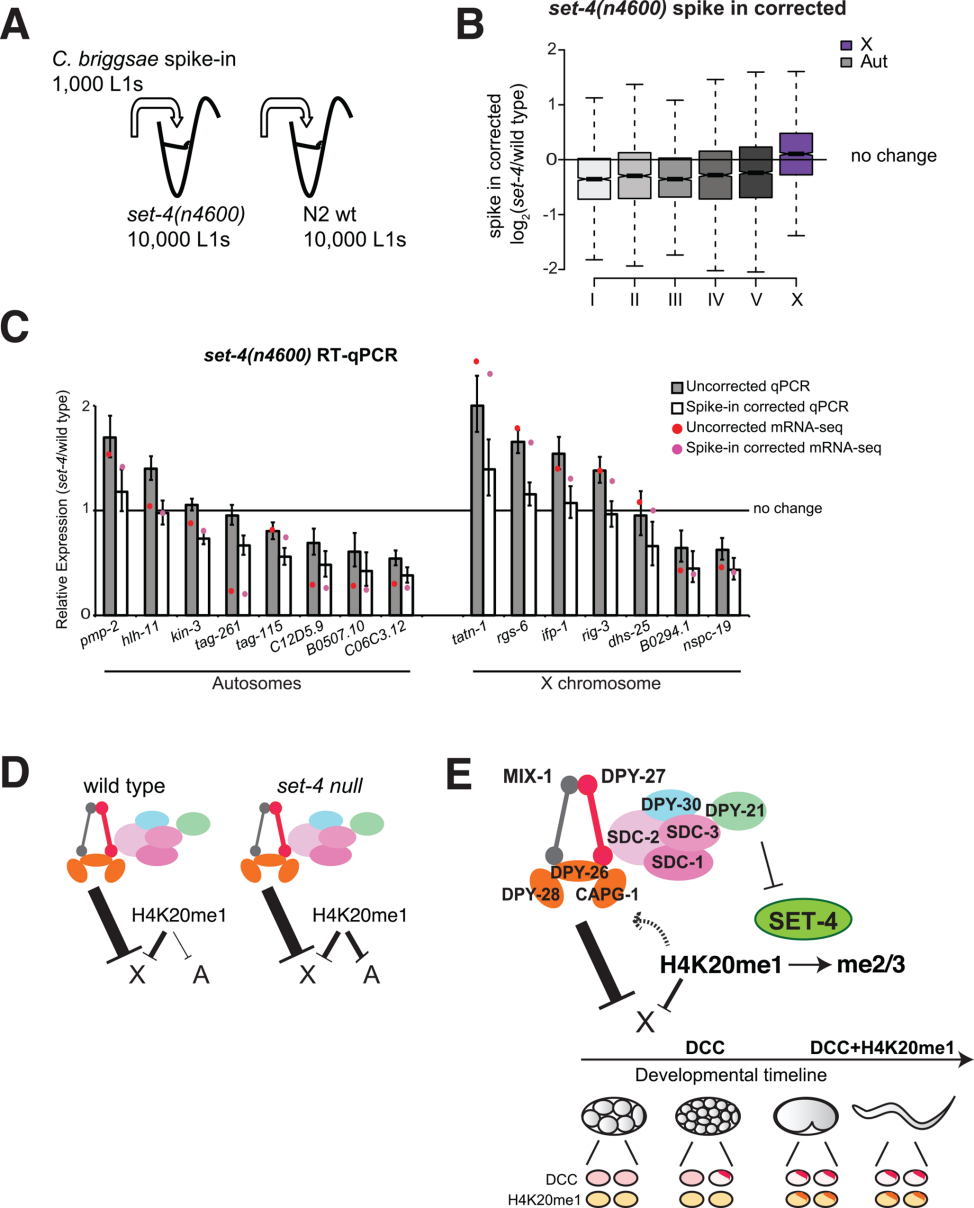
Spike-in normalized analyses of gene expression in the *set-4(n4600)* null mutant suggest that autosomal repression results in a net effect of X derepression. (A) Schematic representation of the spike-in mRNA-seq experiment. Here we counted and mixed in *C*. *briggsae* L1s with *C*. *elegans* L1s prior to total mRNA isolation. Since the spiked in *C*. *briggsae* worms are the same and mixed-in at the same proportion, we normalized expression from *C*. *elegans* to that of *C*. *briggsae*. Normalization was done by determining the coefficients of a linear regression that equalized *C*. *briggsae* expression ratio between mutant and wild type, and applying these parameters to the *C*. *elegans* expression ratios (S8B Fig). (B) Boxplot shows distribution of corrected log_2_ fold-changes in mRNA level between *set-4(n4600)* and wild type L1 larvae. (C) Comparison of differential expression values determined by spike-in mRNA-seq and RT-qPCR for a number of genes on the X and autosomes. Since RT-qPCR also relies on the assumption that the total RNA does not change between wild type and mutant, we used amplification of two *C*. *briggsae* genes to correct expression difference between wild type and mutant (see Materials and Methods). Darker bars show RT-qPCR relative expression (mutant/wild type) values and lighter bars show spike in corrected values. Circles show corresponding mRNA-seq differential expression ratios with (red) and without (pink) spike in correction. Error bars represent relative the standard error of the mean from 3 biological replicates. (D) Interpretation of the spike-in mRNA-seq and RT-qPCR data suggests that stronger repression from the autosomes in the *set-4(n4600)* mutant results in a relative increase from the X. (E) Current model for the temporal dynamics and the role of DCC and H4K20me1 in X chromosome repression. Solid arrows and their thickness indicate the level of repression. Dashed arrow represents a possible role for H4K20me1 in strengthening DCC mediated repression. Within the developmental timeline, early stage embryos before and after DCC activation, comma stage embryos, and larva are depicted. Ovals represent nuclei with DCC (top) and H4K20me1 (bottom) signals in pink and yellow. For simplicity, X chromosome localization is represented as darker colors in a single subnuclear domain. In early embryogenesis, as the DCC starts loading onto the X chromosomes, it starts repression. DCC binding leads to H4K20me1 increase on the X chromosome, which contributes slightly to repression in later development.

Spike-in analysis of mRNA-seq levels in the *set-4(n4600)* mutant showed decreased expression from autosomes (Fig 8B), resulting in the relative effect of X derepression seen in Fig 4C. 

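Per *C*. *briggsae* read, the *set-4(n4600)* libraries held 10.2 ± 1.02 *C*. *elegans* reads and the N2 libraries 11.3 ± 0.564 (SD, n = 3 each). The log2 ratio was -0.15, larger than the SD of 0.11 between libraries, and it was -0.07, -0.21 and -0.19 in the paired samples 1 to 3. Scaled by the spike-in, the median log2 fold change was -0.31 over 8468 autosomal genes, a fall of 19.4%, with an SD of 0.10 between libraries (p = 0.1, exact permutation test, the smallest that 3 against 3 allow). Single autosomes lay between -0.38 (chromosome I) and -0.21 (chromosome V). Over 1495 X genes the median was 0.13, a rise of 9.45% (SD 0.09, exact permutation p = 0.1, n = 3 and 3). With one library left out the autosomal median lay between -0.38 and -0.27 and the X median between 0.07 and 0.16. The X shift was 0.44 (SD 0.02, exact permutation p = 0.1, n = 3 and 3). Scaled without the spike-in, the medians were -0.09 on autosomes and 0.35 on the X, and by the totals of *C*. *briggsae* reads they were -0.30 and 0.15. Of 9963 genes, 2643 had an adjusted p-value under 0.05 (edgeR), 552 higher and 2091 lower, with 178 higher and 59 lower on the X and 374 higher and 2032 lower on autosomes. Without the spike-in 2410 genes changed, 1212 higher and 1198 lower, and 1748 genes changed in both fits. The number with the spike-in was 1097 without *set-4(n4600)* replicate 2 and 3109 without N2 replicate 1. The scaling assumes equal numbers of worms in all samples, which the counts cannot show. From the fall on autosomes, the paper concludes that the X derepression seen in relative expression follows from decreased autosomal expression.

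**Figure D4:**
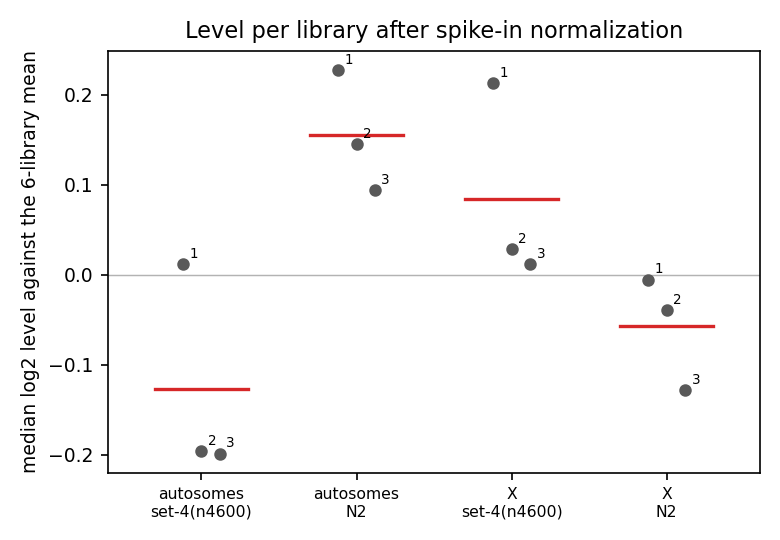
Median log2 level of autosomal and X genes, scaled by the spike-in and relative to the mean of the 6 libraries, in *set-4(n4600)* and N2 L1s. Points are libraries, labelled by replicate number, and red bars are group means; every *set-4(n4600)* library lies below every N2 library on autosomes and above it on the X.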

To validate the spike-in mRNA-seq method, we compared it to RT-qPCR analysis for a number of genes. RT-qPCR was performed on the same total RNA preparations that were used for making the mRNA-seq libraries. Since RT-qPCR also relies on the assumption that total mRNA levels are the same between the wild type and the mutant, two *C*. *briggsae* genes were used as standard. Results from standard and spike in normalized RT-qPCR results were similar to mRNA-seq analysis (Fig 8C).

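Of the 7 X genes of Fig 8C, 4 were higher and 3 lower in *set-4(n4600)* when scaled by the spike-in, and 4 had an adjusted p-value under 0.05 (edgeR), both over all genes and adjusted over the list alone. These were *tatn-1*, with a log2 fold change of 1.22 (adjusted p = 0.00487), *rgs-6* with 0.56 (adjusted p = 0.0345), *nspc-19* with -1.04 (adjusted p = 0.0473) and B0294.1 with -1.40 (adjusted p = 6.61e-05), all from edgeR's quasi-likelihood test. The others were *dhs-25* at -0.42, *ifp-1* at 0.27 and *rig-3* at 0.34, and *dhs-25* was at 0.08 without N2 replicate 1. With the collections that S1 File pairs as a block, *nspc-19* had an adjusted p of 0.0689 (edgeR), past the threshold no longer. It also lost the threshold without any one library but N2 replicate 2, *rgs-6* without any one but N2 replicates 1 and 2, and *tatn-1* without *set-4(n4600)* replicate 1. Of the 8 autosomal genes, C06C3.12 was below the count minimum, with means of 1.24 CPM (counts scaled to the library sizes of the spike-in) in the mutant and 5.88 CPM in N2. Of the rest, 2 were higher and 5 lower, and 3 passed the threshold in both adjustments, B0507.10 at -1.97 (adjusted p = 0.00118), *tag-261* at -1.79 (adjusted p = 0.00925) and C12D5.9 at -1.59 (adjusted p = 0.0128 from edgeR). *pmp-2* was at 0.38, *hlh-11* at 0.03, *kin-3* at -0.30 and *tag-115* at -0.83. *hlh-11* was at -0.04 without *set-4(n4600)* replicate 1 and at -0.10 without N2 replicate 3. *tag-115* was at -0.20 without N2 replicate 3. Without N2 replicate 1, *tag-115* (-1.07, adjusted p = 0.0478) and *pmp-2* (0.57, adjusted p = 0.0190 from edgeR) passed the threshold. *tag-261* lost the threshold without *set-4(n4600)* replicate 1 or 2, and C12D5.9 without replicate 2 or 3.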

### A model for the role of H4K20me1 in X chromosome dosage compensation

We reason that if H4K20me1 acts as a downstream effector of the DCC (i.e. the effect of H4K20me1 on transcriptional repression was the same on the X and autosomes), equalization of H4K20me1 between the X and autosomes should result in the same level of X chromosome derepression. Two observations suggested that while H4K20me1 is important, X/A balance of H4K20me1 is not responsible for X chromosome repression. First, upon equalization of H4K20me1 levels between X and autosomes in the *set-4(n4600)* mutant, X chromosome is only slightly derepressed (Fig 5C). Second, H4K20me1 depletion in the *set-1(tm1821)* mutant resulted in greater X derepression compared to equalization of H4K20me1 between X and autosomes in the *set-4(n4600)* mutant (Fig 5C). Thus H4K20me1 does not act as the sole downstream effector of the DCC. 

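The X shift of *set-1(tm1821)* exceeded that of *set-4(n4600)* in L3s by 0.20 over 12005 genes tested in both, with an SD of 0.04 between libraries. Permuting the labels within each mutant, after the X shift common to the mutants was subtracted, a test added after the values were seen, gave p = 0.00143, the smallest that 1400 relabellings can give (two-sided permutation test, n = 3 and 3 and 4 and 4 libraries). With one library left out the difference lay between 0.18 and 0.21. The p measures only the spread between libraries. Controls were heterozygous larvae for *set-1(tm1821)* and N2 for *set-4(n4600)*, and S1 File calls the *set-1(tm1821)* larvae L2. Mutation, control and stage therefore cannot be told apart in this difference. The relabelling also did not keep the replicate numbers, which were treated as pairs in *set-4(n4600)* L3s. In other libraries the X shift of *set-4(n4600)* was larger, at 0.44 (SD 0.02) in the spike-in L1s. It was 0.90 (SD 0.54) in mixed embryos against control RNAi, and 0.33 after the part that followed developmental age was removed. Without *set-1(tm1821)* libraries of those stages, the order of the mutants is limited to these larvae. From the slight derepression in *set-4(n4600)* and the greater one in *set-1(tm1821)*, the paper proposes that the balance of H4K20me1 between X and autosomes is not responsible for X repression, and concludes that H4K20me1 is not the sole effector downstream of the DCC.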

Based on the spike in controlled ChIP-seq and mRNA-seq analyses in the *set-4(n4600)* mutant, we propose a model that H4K20me1 enrichment only slightly represses X chromosome transcription, but H4K20me1 may positively affect DCC activity, which is primarily responsible for X repression (Fig 8E).

## Discussion

### Tolerating X chromosome dosage difference during embryogenesis

Our results indicate that in early embryogenesis, X chromosome is not fully dosage compensated in *C*. *elegans*. Then, how is the X chromosome dosage difference tolerated? First, maternal loading of mRNAs into oocytes help equalize overall X-chromosomal transcript levels between the two sexes, thus genes that are important for the development of both sexes may be provided in the oocyte. Second, X chromosome harbors fewer genes with essential functions for embryogenesis [50]. Third, dosage sensitive genes such as haploinsufficient genes are depleted from the X chromosome [51,52]. We also found that *C*. *elegans* X chromosome has fewer genes that encode for multi-subunit protein complexes, which were found to be more dosage sensitive [53–55]. There are only 16 X-chromosomal genes with a yeast homolog of a multi-protein complex [52], representing a significant depletion of such genes from the X (p< 10^−5^, Fisher’s exact test). For the remaining dosage sensitive genes on the X, in addition to DCC mediated repression, potential post-transcriptional mechanisms may act, as such regulation is extensive in *C*. *elegans* [56]. Thus, a combination of different mechanisms buffers the X chromosome dosage difference between hermaphrodite and males during early embryogenesis.

### Dosage compensation and sex-biased gene expression

Comparison of gene expression levels between hermaphrodite and male embryos reflects two genetic differences: X chromosome number and sex-biased gene expression. Others and we have shown that the X chromosome contains higher numbers of hermaphrodite-biased genes [51,57]. This may contribute to the higher X expression in hermaphrodites compared to the mixed sex embryos (Fig 3). However, most sexual dimorphism in *C*. *elegans* develops in the larval stages (reviewed in [58]), and the adult gonads contribute an especially high amount of sex-biased gene expression [51]. Indeed, mRNA-seq replicates in the hermaphrodite and mixed-sex worms clustered by developmental stage rather than sex until the young adult stage (S1A Fig). Thus, in embryos and larvae, developmental gene expression has a stronger effect on the transcriptome than sex biased gene expression. Nevertheless, there is sex-biased gene expression in embryos, including genes in the sex determination pathway (Fig 2D). 

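Across 22 hermaphrodite and mixed sex libraries of early embryos, comma embryos, L1s and L3s, and 13541 genes, the library with the highest Spearman correlation was of the same stage for all 22 and of the same stage and sex for 15. The median rho was 0.969 within stage and sex, 0.963 within a stage between sexes and 0.595 between stages within a sex. The lowest rho within a stage was 0.871 and the highest between stages was 0.856. Young adults are not analysed here.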

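In comma embryos, log2 ratios of hermaphrodites to mixed sex were 0.13 for *fox-1*, -0.32 for *sex-1* and -0.43 for *ceh-39* among the X signal elements and -0.39 for *sea-1* and -0.15 for *sea-2* among the autosomal ones. None of the 5 had an adjusted p-value under 0.05 (limma), over all genes or adjusted over the list alone, and their adjusted p-values over all genes ranged from 0.446 to 0.794. Without hermaphrodite comma replicate 3, the ratios of *sex-1* and *sea-1* were positive, at 0.36 and 0.16.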

Interestingly, the XSEs were dosage compensated during late embryogenesis, suggesting that the DCC acts on these genes regardless of their early hermaphrodite-biased expression [36] (S3 Fig). It is possible that the DCC mediated gene repression is chromosome-wide and superimposed onto other mechanisms of regulation that act at the level of individual genes, such as sex biased gene expression programs. Future studies that uncouple sex from X chromosome number are needed to resolve the relation between dosage compensation and sex-biased gene expression.

### Function of DCC mediated X chromosome repression

Although X chromosome dosage compensation is essential for proper development, it is still not clear how DCC mutations cause lethality (reviewed in [1]). In many animals, proper chromosome dosage is important, as trisomy or monosomy of chromosomes is not tolerated (reviewed in [59]). X chromosome dosage compensation problems in mammals and worms would cause upregulation of X-chromosomal genes. In the case of trisomies, increased expression from a set of dosage sensitive genes may cause problems, as in Down syndrome (reviewed in [60]). Additionally, increased expression from a whole chromosome pressures proteasome pathways needed to degrade the extra proteins, as was shown in yeast [61]. DCC mutations cause derepression of many X chromosomal genes that are involved in wide range of processes (Fig 6). Genes that are upregulated in the *dpy-27* mutant include several transcription factors and kinases, whose overexpression may cause off-target effects (discussed in [62]). While it is possible that the combination of a number of dosage sensitive genes on the X are responsible for the DCC phenotypes, DCC-mediated repression is applied across the X chromosome (Fig 4), suggesting that the DCC evolved to repress average X chromosomal gene dosage.

### Developmental dynamics of H4K20me1 enrichment on the X chromosomes

DCC starts binding to the X chromosomes at around the 40-cell stage, which is followed by H4K20me1 enrichment on the X, which occurs between the 100-cell and comma stages [18,29]. Since the DCC reduces SET-4 activity, and SET-4 needs previous monomethylation of H4K20 to catalyze di- and trimethylation, H4K20me1 enrichment on the X can only happen after the initial deposition of H4K20me1 during cell division. The delay in H4K20me1 enrichment during embryogenesis may be due to a requirement for cell divisions to initially deposit H4K20me1. In mammalian tissue culture cells, cell-cycle regulation of SET-1 ensures a dramatic increase in H4K20me1 on mitotic chromosomes [63,64]. H4K20me1 also increases on mitotic chromosomes in *C*. *elegans* [18,29]. Therefore, it is possible that multiple divisions are necessary to successively increase H4K20me1 on the *C*. *elegans* X chromosomes. A microscopy-based study of H4K20me1 enrichment across multiple divisions in one cell lineage can address this possibility.

### An indirect role of *set-4* in X chromosome dosage compensation

Previously, we hypothesized that the DCC increases H4K20me1 by reducing SET-4 activity on the X chromosomes [18]. Analysis of gene expression in the *set-4* null mutant suggested an effect on X chromosome dosage compensation (Fig 5C). This effect was indirect, as an average of ~20% reduction across the autosomes resulted in a relative X chromosome derepression compared to autosomes (Fig 8B). Since H4K20me1 increase in the *set-4* null mutant resulted in repression, H4K20me1 enrichment on the X chromosome may slightly contribute to repression in hermaphrodites. H4K20 methylation has a role in gene expression in other organisms as well, but the mechanisms remain unclear [65].

It is possible that H4K20me1 positively regulates chromatin compaction, thus reduces accessibility of RNA Polymerase II to the X chromosomes. H4K20me1 is enriched on mitotic chromosomes and the inactive X chromosome in mammals [65]. In *C*. *elegans*, H4K20me1 is enriched on mitotic chromosomes and across the entire X (Fig 7A), which is more compact in hermaphrodites [66]. Both *set-1* and *set-4* resulted in a relative increase in X chromosome volume compared to the autosomes in hermaphrodites [66]. While *set-4* is important for X compaction, the null mutant showed only a slight effect on X chromosome dosage compensation and does not have obvious dosage compensation phenotypes in standard laboratory conditions (Fig 5C). Therefore, X compaction by itself does not fully explain DCC mediated X chromosome repression.

Regulation of H4K20 methylation by *set-4* may be involved in additional processes. *Set-4* knockdown increased lifespan in an RNAi screen [67] and suppressed the developmental delay associated with mutant *rict-1*, a component of the target of rapamycin complex 2 [68]. Gene expression changes that occur in the *set-4* mutant may be the basis for these phenotypes. Alternatively, *set-4* may act through other non-histone substrates, as recent experiments in *D*. *melanogaster* showed that H4K20A mutation did not completely recapitulate the phenotype of the methyltransferase mutant [69].

### The role of H4K20me1 in X chromosome dosage compensation

Our working model for H4K20me1 in X chromosome dosage compensation is summarized in Fig 8E. Briefly, X-enrichment of H4K20me1 contributes slightly to X chromosome repression, but H4K20me1 by itself is not a major downstream effector of the DCC. Instead, H4K20me1 level is important for DCC-mediated repression of the X chromosomes. One possibility is that H4K20me1 may increase association of condensin DC with chromatin. In agreement with this possibility, there was slightly less DPY-27 binding in the *dpy-21(e428)* mutant embryos where H4K20me1 is no longer enriched on the X chromosome (S7C Fig). In mammalian cells, HEAT domains found in N-CAPD3 and N-CAPG2 subunits of condensin II bind to H4K20me1 containing histone tail peptides, and this interaction was proposed to increase condensin II binding on mitotic chromosomes, which are enriched for H4K20me1 [70]. The DCC contains two subunits with HEAT domains, DPY-28 and CAPG-1 [20]. Positive regulation of DCC by H4K20me1 may help maintain dosage compensation complex on the X in later developmental stages in *C*. *elegans*. Such maintenance mechanisms are involved in epigenetic gene regulation, and have been demonstrated to be important for mammalian X inactivation [71,72].

### The mechanism of transcription repression by the DCC

Previous work and our results suggest that the DCC represses X chromosome transcription. The molecular mechanism by which the DCC represses transcription remains unclear. In various organisms, condensins demonstrate activities such as positive supercoiling [73–75], single stranded DNA reannealing [76,77] and making topological links in DNA [78,79]. It is not known if condensin DC has these activities.

The DCC is enriched at active promoters [80] and the DCC reduces RNA Pol II binding to X chromosome promoters [43]. The DCC ChIP binding scores at promoters positively correlate with the amount of transcription [81]. Positive correlation between condensin binding and transcription was also seen in yeast and mammalian cells [77,82–84]. We had hypothesized that coupling the level of DCC binding to the level of transcription at each promoter could be the basis of the two-fold reduction in gene expression regardless of the expression level [80]. Indeed, GRO-seq analysis indicated that while the DCC binding positively correlates with transcription, the level of DCC mediated reduction in RNA Pol II is similar across genes transcribed at a wide range of levels [43]. Based on the observation that the DCC binds to promoters, and that yeast condensin interacts with TBP [83], it is possible that the DCC is recruited to promoters by a general transcription factor, and then halves the rate of RNA Pol II binding at each cycle of transcription.

Alternative but not exclusive DCC mechanisms have been proposed, such as compacting chromatin to reduce activators’ access to the X chromosome or changing interactions between enhancer and promoters to reduce RNA Pol II recruitment [43]. These models are based on the observations that condensins are required for chromosome condensation, and in other organisms such as *D*. *melanogaster* and mammalian cells, condensins regulate long-range chromosomal interactions [85,86]. Recently, the DCC was shown to compact the X chromosome [27], regulate sub-nuclear localization of the X [87], and form topologically associated domains on the X [88]. However, it remains unclear if these large-scale chromatin changes are the cause or consequence of increased transcription from the X chromosomes in the DCC mutants.

In mouse, *C*. *elegans* and *D*. *melanogaster*, dosage compensation complexes are targeted to and regulate the chromatin structure and transcription from the X chromosomes in one of the two sexes (reviewed in [1]). The composition of the dosage compensation complexes suggests that different complexes coopted different sets of gene regulatory mechanisms to the X chromosomes. In the case of *C*. *elegans*, duplication and divergence of a condensin subunit (*dpy-27*) created the dosage compensation specific condensin complex (condensin DC) that reduces transcription from both X chromosomes in hermaphrodites. Condensins are essential for chromosome condensation during cell division, and regulate chromatin compaction and transcription during interphase. H4K20me1 is a mitosis enriched chromatin mark that is also enriched on the dosage compensated X chromosomes in *C*. *elegans*. Our work on the DCC and H4K20me1 contributes to understanding the link between the mitotic and interphase function of condensins in chromosome condensation and gene regulation.

## Materials and Methods

### Worm strains

N2, wild type; BS553, *fog-2(oz40)*; CB428, *dpy-21(e428)V*; MK4 *dpy-27(y56)/qC1[dpy-19(e1259) glp-1(q339)] [qIs26]* III; SS1075 *set-1(tm1821)/hT2g[bli-4(e937) let-*?*(q782) qIs48] (I;III)*; MT14911 *set-4 (n4600) II*; VC199, AF16 *C*. *briggsae* wild isolate.

### Worm growth and collections

Unless otherwise noted, strains were maintained at 20°C on NGM agar plates using standard *C*. *elegans* growth methods. For staged embryo collections, worms were synchronized by bleaching gravid worms, allowing embryos to hatch overnight and growing the synchronized L1s on NGM plates for ~60 hours until the first embryos were seen in hermaphrodite gonads. Early embryos were isolated from bleached young adults, and immediately collected. Comma embryos were obtained by aging early embryos 4 hours in M9 buffer. Larvae were collected after growing hatched L1s for 6 hours (L1 larvae) or 24 hours (L3 larvae) on NGM plates. Young adults were synchronized by growing hatched L1s for 44 hours at 25°C, and collected prior to the accumulation of fertilized embryos in the gonad. Mixed stage embryos were collected by bleaching gravid adults. Developmental stages were assessed by counting DAPI stained nuclei by DAPI staining, assessing germline, male tail and vulva morphology.

Due to lethality, *set-1(tm1821)* mutants were kept heterozygous with a balancer chromosome that includes a GFP marker (SS1075 strain [18]). *set-1*/balancer heterozygous larvae were selected by picking GFP(+) animals and *set-1* homozygous mutant larvae were identified by picking GFP(-) animals. Since *dpy-27(y56)* is lethal [12,28], *dpy-27(y56)* worms were kept as heterozygotes with a balancer chromosome that encodes *rol-6(su1006)*. *dpy-27(y56)* homozygote embryos were collected by bleaching young adults without the roller phenotype. This resulted in embryos that lacked both maternal and zygotic *dpy-27*.

For DPY-27 RNAi, the bacterial strain from the Ahringer RNAi library containing *dpy-27* RNAi plasmid and control plasmid were grown and induced in 100 ml LB media for 3 hours with 0.1 mM ITPG, concentrated 10-fold and seeded onto a 10 cm NGM plate supplemented with ampicillin, tetracycline and 1mM IPTG. Synchronized L1s were placed on seeded plates and collected at 24 hours (L3 larvae) or grown to gravid adults and embryos were collected by bleaching (mixed stage embryos). At collection time, all samples were washed 3 times in M9 buffer and stored in ten volumes of Trizol (Invitrogen) at -80°C. 2–3 collections were pooled for one biological replicate.

### mRNA-seq and ChIP-seq

A summary of all the data sets and replicates are provided in S1 File. Raw data files and wiggle tracks of ChIP enrichment per base pair, and RNA-seq FPKM values are provided at Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession number [GSE67650].

For RNA preparation, samples in Trizol were frozen and thawed 3–5 times to freeze-crack worms, and phase containing the total RNA was cleaned up using the Qiagen RNeasy kit. mRNA was purified using Sera-Mag oligo(dT) beads (ThermoScientific) from 0.5–10 ug of total RNA. Stranded mRNA-seq libraries were prepared based on incorporation of dUTPs during cDNA synthesis using a previously described protocol [89]. Single-end 50-bp sequencing was performed using the Illumina HiSeq-2000. Reads were mapped to the *C*. *elegans* genome version WS220 with Tophat v1.4.1 [90] using default parameters. Gene expression was quantified using Cufflinks version 2.0.2 [91] for strand-specific reads using default parameters and supplying gene annotations. Gene expression values used were the mean of at least three biological replicates, and are provided in S2 File. Differential expression analysis was performed using DESeq2 version 1.0.17 [92] in R version 3.0.2, and the values are given in S3 File. All analyses were performed with genes that had average expression level above 1 FPKM (fragments per kilobase per million, as calculated by Cufflinks). RNA-seq data clustering was performed by K-means clustering using the Hartigan-Wong method in R version 3.02. GO term analysis was performed using GOrilla [93]. The clusters and GO analyses results are provided in S4 File.

ChIP-seq was performed as previously described [26], using H4K20me1 antibody (Abcam ab9051), a custom DPY-27 antibody [80], and AMA-1 antibody against the large subunit of RNA-Pol II (modENCODE SDQ2357). Single end reads were aligned to the *C*. *elegans* genome version WS220 using Bowtie 1.0.1 [94], allowing up to two mismatches in the seed, returning only the best alignment, and restricting a read to map to at most four locations in the genome. Peak calling and genome-wide coverage estimation was obtained with MACS version 1.4.2 [95] using mapped reads from ChIP and input. To estimate the final genome coverage, coverage per base was normalized to the genome-wide median coverage, excluding the mitochondrial chromosome, and the input was subtracted from the ChIP. Replicates were merged by averaging coverage at each base position across replicates. For peak calling, ChIP and input reads were merged from all replicates using samtools merge version 0.1.19 [96], and MACS was used for peak calling. The peak calling was also done per replicate, and peaks from the combined data that also occur in the majority of replicates were retained. For wild type and mutant comparisons, data sets were standardized by z-score transformation of the ChIP enrichment values based on the presumed background, excluding regions covering MACS peaks (e-5 cutoff).

### Analysis of expression similarity and expression distribution

The statistical framework for identifying differentially expressed genes takes into account the average and standard deviation between replicates. Genes that are not found as differentially expressed cannot be labeled as “statistically” similarly expressed, because variability between replicates may cause these genes to fail the statistical test. Therefore, to determine genes that are similarly expressed in hermaphrodite and mixed sex embryos, we constructed a 95% confidence interval around the log_2_ expression ratio for each gene. For a gene to be called similarly expressed, that confidence interval could not exceed a 30% change in expression. Distribution of similarly, equivalently and differentially expressed results are provided in S5 File.

To determine if there is two classes of DCC regulated genes on the X chromosome, we used an expectation-maximization algorithm to determine the distribution of expression changes upon *dpy-27* knockdown. A mixture distribution with two or three components was assumed and the better fit was used. Parameters of the mixture distribution were estimated using the mixtools package [97] in R version 3.0.2.

### Spike in analysis

For RNA-seq, hatched L1s were fed on OP50 seeded plates for 6 hours, collected, counted three times and diluted to the desired number of worms based on the average count. 10,000 *C*. *elegans* L1s were mixed in with 1,000 *C*. *briggsae* L1s. RNA-seq was performed as described above. mRNA-seq reads were mapped to the *C*. *elegans* genome version WS220 and *C*. *briggsae* genome version WS224 using TopHat (Trapnell et al 2010) version 2.0.11 and reads mapping to both genomes were discarded from further analyses. Raw counts for each gene were estimated with htseq-count version 0.6.1 [98]. All read counts were normalized based on total reads and the median across three replicates was determined. A linear model was fitted to the highly expressed genes from wild type and mutant *C*. *briggsae* spike-in data, whose coefficients were used to correct the *C*. *elegans* expression data.

For ChIP-seq, 0.1–0.2 mg of ChIP-extract prepared from *C*. *briggsae* embryos were added to 1–2 mg *C*. *elegans* ChIP extract. ChIP and corresponding input reads were mapped to the *C*. *elegans* genome version WS220 and *C*. *briggsae* genome version WS224 using Bowtie version 1.0.1 [94] and reads mapping to both genomes were discarded. To determine a spike-in normalization factor, mapped reads were first normalized to total reads and then the ratio between ChIP and input was calculated for uniquely mapped reads to *C*. *elegans* or *C*. *briggsae*. The ratio of *C*. *elegans* and *C*. *briggsae* ChIP/Input between the mutant and wild type was used to correct the genome coverage in the mutant.

### RT-qPCR analysis

We used the total RNA that was isolated for the spike in libraries. 20 nanograms of total RNA was used per 20 microliter one-step RT-qPCR reaction (KAPA Biosystems). To eliminate cross amplification between *C*. *elegans* and the *C*. *briggsae* spike in RNA, primers were designed to amplify *C*. *elegans* that do not amplify in the *C*. *briggsae* genome. *C*. *briggsae* genes *CBG27711* and *CBG25839* were selected as the spike in normalization gene based on L1 expression, lack of *C*. *elegans* homolog and lack of amplification from the *C*. *elegans* template cDNA. No-RT and opposite species template RNA reactions were used as controls to confirm specificity of primers. Relative fold change between *set-4(n4600)* and wild type was calculated using the ΔC_t_ method and spike in normalized changes were calculated using the ΔΔC_t_ method using the averageΔC_t_ of *C*. *briggsae* genes *CBG27711* and *CBG25839* between wild type and *set-4* as the second normalization parameter [99]. Primer sequences are as follows: *kin-3* forward TTTCAAGGGACCCGAGCTTC, *kin-3* reverse GTGTCGCCCGAGAATATCGT, *pmp-2* forward CCTGGAGTGGTTGGAATGCT, *pmp-2* reverse TCTTGCCAGTTTGCCCAGAA, *hlh-11* forward TTCGTTCGGATAGCGCAGAA, *hlh-11* reverse GGTGCCATTCGTGCATTTGT, *tag-115* forward GTTCAGGACCCCGGTCAAAA, *tag-115* reverse TTGGAAGTGATCGCTGACCG, *rig-3* forward GCACCAGGAAACAAGCAAGG, *rig-3* reverse TTGCATCACGGACGTGGTTA, *ifp-1* forward TCCAGAGCGACAGTAGTGGA, *ifp-1* reverse TAGTAGTTCGTGCCGGCTTC, *rgs-6* forward AATGTGAGCGAACCCAGCAA, *rgs-6* reverse CGCCTCGTCGCCTATTTTTG, *dhs-25* forward CTGGGAGGACGAATTGCTGT,*dhs-25* reverse CCCCTTCACACTGTCTGCAT, *CBG27711* forward ATGAGCATAATTCAGAGAGAAAATTTT, *CBG27711* reverse CTAGGCATCTATAATTAGGTT, *tag-261* forward CGTAGATGCACGTCTTCAAGC, *tag-261* reverse TCTCCGCCTCTTTGAGACCTC, *C12D5*.*09* forward TGACTTTTTCTCGACGGATTTG, *C12D5*.*09* reverse CACACCTTCTTTCGTTGGCG, *C06C3*.*12 f*orward TCGGTGGACCGATTCTAATGAA, *C06C3*.*12* reverse TTAGCCCACTTCGACTGAGG, *B0507*.*10* forward TCTCAGGAATTGCTAATTCGGC, *B0507*.*10* reverse GGCTCTGTGGCGGTTGATAA, tatn-1 forward CGCTTCTTGAGCAAGCCAAA, tatn-1 reverse CTGCGATCTCACTTGGTGGA, *nspc-19* forward CATCCTTGCTGCTCTCTGCT, *nspc-19* reverse TTCTCCACCGTTGACACCTG, *B0294*.*1* forward ATCCGCAACCAACTCTCCTG, *B0294*.1 reverse CAAGGTTTTCTCCATTCTTTGGCA, *CBG25839* forward CGCGTCTAAACCAGCCAAAC, *CBG25839* reverse AGCTGAGCGAGATGAACACC.

## Supporting Information

S1 Fig Correlation of mRNA-seq data sets. (A) Pair-wise spearman rank correlation coefficients between each RNA-seq data set were calculated by the gene read counts and were hierarchically clustered for hermaphrodite and mixed sex mRNA-seq replicates at different developmental stages. (B) Same as in (A) using replicates of wild type and mutant or RNAi data sets.
(EPS) Click here for additional data file.

S2 Fig Collection and expression in early embryos. (A) Representative images from early embryo collections show embryos that have been fixed with methanol and stained with DAPI. At the bottom, distribution of number of nuclei in hermaphrodite (left panel) and mixed sex (right panel) early embryo collections is shown. (B) Histograms show distribution of log_2_ fold-differences between hermaphrodite and mixed sex early embryos on the X chromosome (left panel) or autosomes (right panel). Differentially expressed genes (DESeq2, padj <0.05) are shown in dark grey.
(EPS) Click here for additional data file.

S3 Fig X and autosomal signal element expression. (A) Expression values (FPKM) for each of the known and mapped XSE and ASEs are shown in the hermaphrodite and mixed sex mRNA-seq data sets. Error bars represent relative the standard error of the mean from the biological replicates. (B) The expression values from our embryo data agree with data published in hermaphrodite embryos with greater time resolution [30]. Two representative genes are shown.
(EPS) Click here for additional data file.

S4 Fig Analysis of *dpy-27* RNAi and *dpy-21* mutant worms. (A) Representative distribution of stages for mixed stage embryos isolated from gravid adults by bleaching. (B) Reduction of DPY-27 protein levels upon *dpy-27* RNAi. Western blot shows DPY-27 protein levels in RNAi and control vector collections. Knockdown percentage was calculated by comparing DPY-27 signal in RNAi versus vector control using tubulin as the negative control. (C) mRNA-seq log_2_ fold change between mutant and wild type early embryos were clustered using k-means clustering. In early embryos, transcriptional effects of *dpy-27(y56)* and *dpy-21(e428)* were more distinct on the X chromosomes compared to mixed stage embryos and L3 larvae.
(EPS) Click here for additional data file.

S5 Fig Sex-ratio and the effect of *dpy-27* and *dpy-21* on newly expressed gene clusters for genes that are expressed highly in both sexes. Hermaphrodite expression values for consecutive developmental time points were clustered and clusters of genes upregulated in the older point were identified and marked with asterisk. Newly and highly expressed genes were identified by taking those that were not expressed in the earlier time point (FPKM<1), and highly expressed in the consecutive time point (FPKM>10). Hermaphrodite/ mixed sex log_2_ expression ratios, log_2_ fold changes upon *dpy-27* (*y56* or RNAi) and *dpy-21(e428)* are shown for the X and autosomes. For comparison, ratios for all highly expressed genes are also shown.
(EPS) Click here for additional data file.

S6 Fig Correlation between ChIP-seq data sets. (A) Pair-wise spearman rank correlation coefficients between each ChIP-seq data replicates were calculated from average ChIP-seq enrichment within 1-kb windows tiled across the genome. The correlations were hierarchically clustered and represented as a heat map. (B) Same for the spike in ChIP-seq data using uniquely mapped *C*. *elegans* reads.
(EPS) Click here for additional data file.

S7 Fig H4K20me1 ChIP-seq analysis with respect to gene expression in mixed embryos. (A) H4K20me1 ChIP-seq enrichment scores were plotted across transcription start sites (TSS) in wild type and *dpy-21* and *set-4* mutant L3s (top 3 plots) and mixed embryos (bottom 3 plots). Data were averaged for expressed (top 20% by mRNA-seq in N2) and silent (bottom 20%) genes on the X chromosome (red) and autosomes (blue). (B) Spike in corrected H4K20me1 enrichment by chromosome, same as Fig 7C, but for mixed embryo data set. Model shows the accumulation of H4K20me1 in wild type and *set-4(n4600)* mutants in mixed embryos and larvae. (C) DPY-27 ChIP enrichment averaged across all Wormbase annotated transcription start sites (WS220) or newly annotated GRO-seq defined start site [43]. DPY-27 binding was slightly reduced in *dpy-21(e428)* and not changed in *set-4(n4600)* mutants.
(EPS) Click here for additional data file.

S8 Fig Correlation and normalization of mRNA-seq spike in data sets. (A) Pair-wise spearman rank correlation coefficients between mRNA-seq expression values calculated from uniquely mapping *C*. *elegans* and *C*. *briggsae* reads. (B) Top left plot shows the correlation of gene expression for the highly expressed spiked in *C*. *briggsae* genes, as median read counts from the three replicates. The linear regression coefficients from the fit (red line) were corrected to match equal expression (grey line) and the corrected values were plotted in the top right panel. Bottom left panel shows gene expression for *C*. *elegans* genes in wild type and mutant before correction. Bottom right panel shows the gene expression after correction with the linear regression coefficients calculated for the *C*. *briggsae* spike-in expression.
(EPS) Click here for additional data file.

S1 File The list of mRNA-seq and ChIP-seq data sets and their GEO accession numbers. (XLSX) Click here for additional data file.

S2 File Average FPKM expression levels for mRNA-seq data sets. (XLSX) Click here for additional data file.

S3 File DESeq2 analysis results for differential expression. (XLSX) Click here for additional data file.

S4 File Gene clusters from various comparisons and GO Term analyses used for Fig 6. (XLSX) Click here for additional data file.

S5 File Numbers of similarly and differentially expressed genes between sexes, and genes repressed by the DCC. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

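The re-analysis covers mRNA-seq libraries of *C*. *elegans* embryos and larvae and spike-in libraries of L1 larvae. 79 FPKM libraries and 6 spike-in libraries were mapped by their labels to strains, stages and replicates in S1 File and in the series records. The FPKM groups are hermaphrodite (N2) and mixed sex embryos and larvae at the early embryo, comma, L1 and L3 stages; *dpy-27(y56)* early embryos and L1 larvae; heterozygous *dpy-27(y56)* early embryos; *dpy-27* RNAi and control RNAi mixed embryos and L3 larvae; *dpy-21(e428)* early embryos, mixed embryos and L3 larvae; *set-4(n4600)* mixed embryos and L3 larvae; a second collection of N2 L3 larvae; and homozygous and heterozygous *set-1(tm1821)* larvae, which the paper calls L3 and S1 File L2. Mapped reads per library ran from 4612326 in a *dpy-27(y56)* early embryo library to 32835553 in a *dpy-21(e428)* L3 library. Depth differs between the groups of several comparisons, and the FPKM values carry no error per gene that would show how precise each one is, so the spread between replicate libraries is given as the precision instead.

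The authors mapped stranded single-end reads with TopHat to the WS220 genome and deposited one FPKM value per gene and library from Cufflinks, that is, fragments per kilobase of transcript and per unit of mapped reads, with no further scaling between libraries. For the spike-in libraries the authors mapped reads to *C*. *elegans* and *C*. *briggsae* together, discarded reads that map to the pair of genomes, and deposited the read counts per gene from htseq-count. The count tables hold 20389 *C*. *elegans* genes and 21962 *C*. *briggsae* genes. The 5 summary lines of the *C*. *briggsae* table, which hold between 24.5% and 26.9% of its reads, were left out of library sizes and tests. The FPKM table holds 20411 genes, of which 78 have a blank value in some library and were left out where a compared library was blank. Chromosomes came from the RefSeq table, 19899 genes by locus tag and the rest by symbol. Mitochondrial genes (3) and genes without a match (504) were not tested. Cufflinks and htseq-count can divide or lose reads of near-identical paralogs and of overlapping genes, so values of such genes are uncertain.

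For each FPKM comparison, only the libraries of the pair of groups were used. Genes were kept when the mean of the group means was above 1 FPKM, libraries were scaled by the median of ratios over those genes, and values were expressed as log2(FPKM + 0.1). Because FPKM values are not counts, single genes were tested with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The X shift is the median log2 ratio of X genes minus that of autosomal genes. It was tested two-sided over all splits of the libraries, and for a difference between comparisons over all splits within each comparison. That test presumes an X shift in neither comparison: in 1000 simulated pairs of comparisons (3 libraries against 3 and 4 against 4, SD 0.03) it gave p under 0.05 in 0% with X shifts of 0.35 and 0.15. Differences are therefore tested after the X shift common to the comparisons is subtracted from the X genes of each group, a test added after the values were seen, which gave p under 0.05 in 99.9% of those simulations and in 6.8% with equal X shifts of 0.25. The early embryos of *dpy-27(y56)* and *dpy-21(e428)* share the N2 libraries, so only 3 mutant libraries against 3 can be relabelled, with no p below 0.1. That difference was not tested and is set beside the SD of the X scores of single libraries. Genes were called similarly expressed when the 95% confidence interval of the fold change lay within a 30% change (a log2 limit of 0.38). Mixtures of 2 normal distributions were fitted with mclust 6.1.1. Correlations between comparisons with the same control libraries were set beside 1000 simulated pairs of unchanged groups.

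*C*. *elegans* counts were analysed with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjustment) over genes with a mean of at least 10 counts. Library sizes came from TMM over the *C*. *briggsae* counts, and for the analysis without the spike-in from TMM over the *C*. *elegans* counts. DESeq2 1.42.0 served as an alternative.

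Genes named in the text are those the paper names for these comparisons, the genes targeted, a list of sex signal elements chosen here (*fox-1*, *sex-1*, *ceh-39*, *sea-1* and *sea-2*; *sex-2* had no match by name), and for each comparison the gene with the largest rise and the gene with the largest fall past the threshold whose groups of libraries do not overlap. This rule, the tests and 275 alternative settings were chosen before the data were examined; 37 alternatives were added later. The alternatives change the pseudocount, the expression filter, the scaling, the control libraries, the limits of similar expression, the mixture model, the normalization of the counts or the count test, add the replicate number as a block, or leave out one library at a time. For results of a model over all genes, other splits of the libraries were counted, at most 100 per result, drawn with seed 1 where more exist.

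Replicate numbers were checked for pairing by the correlation of the deviations of same-numbered libraries from their group means. All pairs were above 0.1 for *dpy-21(e428)* early embryos (0.165 to 0.221), *dpy-27* RNAi L3 larvae (0.151 to 0.639) and *set-4(n4600)* L3 larvae (0.273 to 0.702). The numbers were treated as pairs there, on these correlations alone. S1 File pairs the spike-in libraries by collection, where the correlations were 0.0249 to 0.0827. The limit of 0.1 thus misses pairs that are known, and correlations of differently numbered libraries are not given here, so the pairing stays uncertain.

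To ask how far developmental age follows an X shift in embryos, the change of each gene from early to comma embryos was taken from libraries outside the comparison, a smooth curve (lowess) of the comparison's log2 ratios along that change was fitted over autosomal genes, and the curve was subtracted from all genes. The early end of that change was the *dpy-21(e428)* early embryos, themselves mutant for the DCC. For *dpy-21(e428)* early embryos it was the mixed sex early embryos.

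Each step was tested on simulated data. With 3 libraries against 3 (9414 genes), no unchanged gene was called, a simulated X shift of 0.25 was recovered as 0.25, and 93% of 200 changed genes were called; with 4 against 4 (12385 genes), 91% were called. With counts (9738 genes), a simulated autosomal change of -0.30 was recovered as -0.30 and 97.8% of the changed genes were called. The changed genes were simulated with large changes, for FPKM a log2 change of 3 up or down, and with noise independent between genes. These shares therefore do not show how often smaller changes are called. A lower mixture mean of 0.30 was recovered as 0.30 (2000 genes). The age curve left 0.01 of an X shift of 0.39 made by age alone, and 0.39 of an X shift of 0.40 made by a change of X genes alone (9414 genes).

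Hermaphrodite L1 replicate 3 and mixed sex L1 replicate 1 hold the same values in the deposited FPKM table. That library was left out of the L1 comparisons, which departs from the design chosen before and leaves 2 libraries per sex; settings that keep it are among the added alternatives. The ChIP-seq data, young adults and wild type mixed embryos were not analysed here. 13 columns of the FPKM table that belong to libraries of other series were not used here. Of S2 File, 1949 of 20417 genes could be read, and of S3 File 1350 of 20417, so no enrichment among their lists was tested.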

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

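In this part, the test of a mislabelled library was chosen only after its result was seen.

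Among 54 groups of 4 to 6 libraries tested for a library far from the others, 4 had one, where chance gives about 1 in 20 groups, here 2.7. This expectation is only rough. Some N2 L3 groups enter with the same values in both the *dpy-21(e428)* and the *set-4(n4600)* comparison. Where all other libraries are at 0, any nonzero value passes, as for Y32B12A.1, and a group wholly at 0 cannot pass. So many are near what chance gives. The count alone does not show which of the 4, if any, arose by chance.

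In *dpy-21(e428)* L3 larvae, the X score of replicate 1 was 0.25, against 0.35 to 0.36 in the other 3 libraries. Over the 2276 genes with a mean above 50 FPKM it was 0.27, still below the 0.34 to 0.38 of the others, which argues against noise of weakly expressed genes. Its depth of 23041038 mapped reads was the lowest of the 4 libraries and above the median of the N2 libraries (21562670). The same library had the lowest *dpy-21* level, 20.4 FPKM against 23.4 to 24.1 FPKM in the others; N2 libraries, at 21.1 to 30.6 FPKM, overlap the mutants, so this level does not show whether wild type RNA was added. Wild type RNA in this library and a difference in stage or growth between collections stay open and were not tested.

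In *dpy-27* RNAi L3 larvae, replicate 1 had 114.9 FPKM of *dpy-27*, against 15.7 to 19.9 FPKM in the other 3 RNAi libraries and 17.1 to 26.0 FPKM in the control RNAi libraries. Its X score of 0.149 was above that of every control RNAi library, which argues against an exchanged label. A candidate explanation is reads from the double-stranded RNA that the larvae were fed, which would add to the *dpy-27* values without more of the worms' own transcript. Reads along the gene would be needed to test it, so it stays open.

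Y32B12A.1 had 0.241 FPKM in replicate 1 of the second N2 L3 collection, while its value in the other 3 libraries of that group was listed at 0. At this level a few reads make the difference, and no biological explanation was tested.

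Among 8 sex determination genes and signal elements, the log2 ratio of hermaphrodites to mixed sex changed between early and comma embryos (limma interaction term) for 6 when adjusted over the 8 genes, and for 3 (*xol-1*, *sdc-2* and *ceh-39*) when adjusted over all 8667 genes tested. The ratio in comma embryos minus that in early embryos was -1.66 for *her-1* (standard error 0.59, adjusted p = 0.0261 over the 8 and 0.106 over all genes), -2.96 for *xol-1* (0.58, 0.00217 and 0.00916), -1.30 for *sdc-2* (0.29, 0.00217 and 0.0190), -0.42 for *fox-1* (0.18, 0.0498 and 0.169), -1.07 for *ceh-39* (0.23, 0.00217 and 0.0147) and -0.69 for *sea-2* (0.21, 0.0134 and 0.0643). For *sex-1* and *sea-1* it was -0.80 and -1.08, with adjusted p = 0.233 and 0.101 over the 8 genes. The paper does not report a test of this difference. Stage is the biological difference that the design gives. Age differences between the sexes within a stage and the lower depth of the mixed sex comma libraries were not tested for these genes and stay open.

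In heterozygous *dpy-27(y56)* early embryos, which the paper does not report on, X genes were higher than in N2. The X shift was 0.69 (medians of 0.56 over 1449 X genes and -0.13 over 8822 autosomal genes, SD 0.17, exact permutation p = 0.1, the smallest that 2 libraries against 3 can give). X scores were 0.39 and 0.50 in the heterozygous libraries and -0.21, -0.13 and -0.51 in the N2 libraries. Of 10271 genes, 1557 had an adjusted p-value under 0.05 (limma), 1318 higher and 239 lower, with 431 higher and 14 lower on the X. After the age curve was subtracted, 0.33 of the X shift was left, or 47.4%, which is more than the SD of 0.09. Age as the whole explanation is therefore argued against, but the larger part of the X shift went with age, so a difference in embryo age may contribute. Reading such an outcome as part of the X shift was settled after the values were seen. Lower depth of the heterozygous libraries (7722429 and 10279107 mapped reads, against at least 18719779 in N2) was not tested, and an effect of genotype stays open. The paper's text describes the collection of homozygous embryos, from adults without the roller phenotype, and not that of these embryos. Whether each of them carried a single wild type copy is therefore not known.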

How the results depend on the processing

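In this part, settings that concern the identical L1 library, replicates 1 and 2 of the RNAi mixed embryos, sign flips within same-numbered libraries, the test of differences with the common X shift subtracted, and the heterozygous control for newly expressed genes and for the correlation and the difference between mutants were chosen only after the results were seen, as were all settings applied to single genes.

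Over the comparisons, 258 values under other settings had 193 labelled unchanged, 59 moved, 4 newly past the threshold and 2 reversed. These labels do not count every change of sign as reversed. The X shift between the sexes in L3 (-0.017) was 0.024 without a filter and 0.12 with the N2 collections together, and was labelled moved. So was the early embryo correlation between mutants, at 0.778 and, with the heterozygous control, at -0.21. Of 382 values that each left out one library, 293 were labelled unchanged, 73 moved, 4 lost the threshold and 12 reversed. Some labelled unchanged also changed sign. These were the X shift between the sexes in L3 without mixed sex replicate 1 (0.0065) and the L3 correlation without N2 replicate 3 (-0.023). The change from L1 to L3 without hermaphrodite L1 replicate 2 (-0.011) was another. For single genes these numbers were 307 of 333 (21 weaker, 5 stronger) under other settings and 352 of 463 (95 weaker, 6 stronger, 10 reversed) with one library left out. The X shifts of *dpy-27* RNAi, *dpy-21(e428)* and *set-4(n4600)* L3 larvae stayed within 0.41 to 0.46, 0.65 to 0.69 and 0.14 to 0.16 with one library left out. Where no cause is named below, the cause was not tested.

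Without an expression filter, which adds weakly expressed genes, the X shift was 0.050 between the sexes in early embryos, -0.098 in L1 and 0.024 in L3 larvae, 0.81 in *dpy-27(y56)* early embryos and, with no filter on counts, 0.41 in the spike-in libraries. Genes with an adjusted p-value under 0.05 then numbered 979 against 1499 for the sexes in early embryos, 15 against 8 at the comma stage, 8 against 2 in L3 larvae, 180 against 583 in *dpy-21(e428)* early embryos, 2 against 1 in *set-4(n4600)* L3 and 1 against 2 in *set-1(tm1821)* larvae. With genes above 10 FPKM, which tests fewer genes, the numbers were 977 for the sexes in early embryos, 1 at the comma stage, 2859 against 5117 in *dpy-27(y56)* early embryos (X shift 0.80), 2 in *set-4(n4600)* and 14 in *set-1(tm1821)* larvae. The change of the X shift from comma to L1 was then -0.22 with exact permutation p = 0.0167 (0.0833 in the main analysis), and that from L1 to L3 was -0.014 (p = 0.783), reversed from 0.0084.

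With pseudocount 1, the numbers of genes were 2 between the sexes in L1 (0 in the main analysis, with 965 at an unadjusted p under 0.05), 5 in *set-4(n4600)* L3 and 8 in *set-1(tm1821)* larvae, the *set-1(tm1821)* X shift was 0.31, and the lower mixture mean in *dpy-27(y56)* L1 was 0.19, as it was with equal variances (0.19). With FPKM as deposited, the numbers were 1 between the sexes in L3, 76 in *dpy-27(y56)* L1 (61 higher, against 34 of 46), 878 in *dpy-21(e428)* early embryos (183 higher, 695 lower) and 3 in *set-4(n4600)* L3. Scaling also moved the share of higher genes: 292 of 1272 between the sexes in early embryos as deposited against 657 of 1499 scaled, and 3125 of 4722 in *dpy-27(y56)* early embryos against 2793 of 5117.

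The replicate number was first added as a block where the numbers were treated as pairs. Genes then numbered 230 (140 higher, 90 lower) against 4 in *dpy-27* RNAi L3 and 1065 (559 higher, 506 lower) against 583 in *dpy-21(e428)* early embryos. In *set-4(n4600)* L3 they numbered 3 (*srw-85*, F56A4.2 and *clec-209*) against 1. In the spike-in libraries, which S1 File pairs, *nspc-19* was no longer past the threshold. Its adjusted p was 0.0689 against 0.0473 (edgeR), and 0.0245 to 0.187 over its alternatives. The pairing changed no other call there. Elsewhere libraries share only a number (correlations from -0.395 to 0.334 at the comma stage, -0.276 to 0.119 for the sexes in L3, -0.0885 to 0.111 in early embryos, -0.0588 to 0.0821 and -0.0210 to 0.0359 in *dpy-27(y56)* early embryos and L1, 0.0654 to 0.927 in *dpy-27* RNAi mixed embryos, 0.00596 to 0.385 in *dpy-21(e428)* L3, 0.0952 to 0.394 in *set-1(tm1821)* larvae). There the block gave 1 gene at the comma stage (K07C5.13), 0 between the sexes in L3 (1242 at an unadjusted p under 0.05), 2 in *dpy-27* RNAi mixed embryos (0 without the block), 543 against 861 in *dpy-21(e428)* L3, 0 in *set-1(tm1821)* larvae (3238 unadjusted) and -0.16 for the X shift of newly expressed genes between the sexes in L1. Genes of these short lists are named after their values were seen.

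In *dpy-27* RNAi mixed embryos, replicates 1 to 3 correlate (0.736, 0.927 and 0.588) and replicate 4 does not reach 0.1 (0.0654), and no label or text says that the numbers pair them. The genes called with the block there were *dpy-27* itself (log2 fold change -1.48, adjusted p = 0.0483 from limma, from 0.892 with one library left out and above the threshold under every other setting run) and *sodh-1* (-1.43, adjusted p = 0.0483). With the block, which leaves out control replicates 5 and 6, the X shift was 0.31, and the X scores of same-numbered libraries differed by 0.40, 0.52, 0.18 and 0.30, higher with *dpy-27* RNAi in each (mean 0.35; exact sign-flip permutation p = 0.125, the smallest that 4 pairs allow). Sign flips within pairs gave means of -0.16 for *col-* genes in *dpy-27* RNAi L3 (p = 0.125) and 0.20 for the X shift of *dpy-21(e428)* early embryos (exact sign-flip p = 0.5).

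With the N2 L3 collections together, the X shift between the sexes in L3 was 0.12 (exact permutation p = 0.208), and genes numbered 1 between the sexes, 1488 in *dpy-21(e428)* and 2 in *set-4(n4600)* L3. With heterozygous embryos as the control of *dpy-27(y56)* early embryos, the X shift was 0.30, no gene passed (0, with 297 at an unadjusted p under 0.05), the X shift of newly expressed genes was 0.28 and the correlation with *dpy-21(e428)* over X genes was -0.21, where the comparisons share no library. With the identical L1 library kept as mixed sex, genes between the sexes numbered 2, similarly expressed genes 19, and the change of the X shift from comma to L1 was -0.23 (p = 0.045); kept as hermaphrodite, that change was -0.24 (exact permutation p = 0.035) and *dpy-27(y56)* L1 had 0 genes (964 unadjusted); kept as the pair of them, 104 genes were similarly expressed, as construction favours, and the change from L1 to L3 was -0.00289 (p = 0.965), reversed.

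Similarly expressed genes numbered 2993, 3652, 274 and 4786 in early embryos, comma embryos, L1 and L3 with a 50% change as the limit, which is wider by construction, and 1133, 1706, 24 and 2483 with the normal quantile, which narrows the intervals (660, 972, 0 and 1481 in the main analysis). In the spike-in libraries, TMM on *C*. *elegans* counts with no spike-in gave medians of -0.094 for autosomal and 0.35 for X genes, against -0.31 and 0.13. DESeq2 found 2116 genes (433 higher) with the spike-in and 1845 (1002 higher) without it, against 2643 and 2410.

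With one library left out, genes with an adjusted p-value under 0.05 ranged as follows, with the library whose absence gave each end. Between the sexes: 341 (hermaphrodite replicate 1) to 2190 (mixed sex replicate 3) in early embryos, also 378 and 442 without mixed sex replicates 1 and 2 and 886 without hermaphrodite replicate 2; 2 (hermaphrodite replicates 1 or 2, mixed sex replicate 3) to 12 (hermaphrodite replicate 3) in comma embryos, and 5 without mixed sex replicates 1 or 2; 0 to 596 (mixed sex replicate 1) in L3, 1 without hermaphrodite replicate 3, with 980 to 1226 at an unadjusted p under 0.05 where there were none. In *dpy-27(y56)* L1: 2 (mutant replicate 2) to 7 (mutant replicate 3), and 5 without mutant replicate 1. In *dpy-27* RNAi L3: 0 to 5 (control replicate 1), with 1122 to 1745 unadjusted where there were none, as without RNAi or control replicates 2, 3 or 4. In *dpy-21(e428)* early embryos: 1 (any N2 replicate) to 4715 (mutant replicate 3), with 24 and 35 without mutant replicates 1 and 2. In *dpy-21(e428)* L3: 242 (mutant replicate 3) to 857 (N2 replicate 4), with 472, 295 and 274 without mutant replicates 1, 2 and 4. In *set-4(n4600)* L3: 0 to 3 (N2 replicate 4), with 328 to 700 unadjusted where there were none, as without N2 replicates 1, 2 or 3 or mutant replicates 2 or 3. In *set-1(tm1821)* larvae: 0 to 1 (homozygous or heterozygous replicate 2), with 1729 to 2082 unadjusted where there were none. In the spike-in libraries: 1097 (*set-4(n4600)* replicate 2) to 3109 (N2 replicate 1), with 1291 without *set-4(n4600)* replicate 3, and without the spike-in 960 to 3141 for the same libraries, with 1084 and 1040 without *set-4(n4600)* replicates 1 and 3. Similarly expressed genes ranged from 105 (hermaphrodite replicate 1) to 786 (hermaphrodite replicate 3) in early embryos, with 298 without hermaphrodite replicate 2 and 387 and 143 without mixed sex replicates 1 and 2; 196 (mixed sex replicate 1) to 1274 (hermaphrodite replicate 3) in comma embryos, with 629 and 267 without hermaphrodite replicates 1 and 2 and 356 and 388 without mixed sex replicates 2 and 3; and 440 (hermaphrodite replicate 1) to 1123 (hermaphrodite replicate 3) in L3, with 592 without hermaphrodite replicate 2 and 579 and 511 without mixed sex replicates 2 and 3. Fewer libraries raise the threshold by construction; which genes were kept was not counted.

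X shifts with one library left out ranged from -0.062 (mixed sex replicate 2) to -0.013 (hermaphrodite replicate 2) between the sexes in L1; in L3 they were -0.023 (hermaphrodite replicate 3) to 0.0065 (mixed sex replicate 1), where the main value was -0.017. In *dpy-21(e428)* early embryos the range was 0.10 (mutant replicate 1) to 0.40 (mutant replicate 3). For newly expressed genes it was 0.032 (mixed sex replicate 3) to 0.13 in early embryos, 0.10 to 0.18 (mixed sex replicate 1) at the comma stage, -0.14 (hermaphrodite replicate 1) to 0.15 (hermaphrodite replicate 2) in L1 and 0.22 to 0.36 (hermaphrodite replicate 1) in *dpy-27(y56)* L1. For *set-4(n4600)* mixed embryos it was 0.63 (control replicate 5) to 1.12 (mutant replicate 1); without mutant replicates 2, 3 or 4 or control replicate 6 the exact permutation p was 0.0556 to 0.0833. The lower mixture mean in *dpy-27(y56)* L1 was -0.44 without hermaphrodite replicate 1 and at most 0.37 (mutant replicate 3). The correlation of *dpy-27* RNAi and *dpy-21(e428)* changes in L3 ranged from -0.023 (N2 replicate 3) to 0.33 (N2 replicate 1).

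With labels permuted as they are, the difference between *set-1(tm1821)* and *set-4(n4600)* larvae had an exact permutation p of 0.173, which decides nothing where the comparisons each have an X shift, as also in early and comma embryos and after *dpy-27* RNAi; with the common X shift subtracted it was 0.00143, the smallest that the relabellings can give. For these 3 differences, unchanged above refers to direction only. The X shift of *dpy-27(y56)* minus that of *dpy-21(e428)* early embryos was 0.12 with heterozygous embryos as the control of *dpy-27(y56)*, against 0.74 with N2. Changes between stages and other small values reversed when one library was left out. From early to comma embryos the change ranged from -0.084 to 0.037, positive without hermaphrodite comma replicate 1 (0.037), mixed sex comma replicate 1 (0.010), hermaphrodite early replicates 1 (0.0027) or 2 (0.025), or mixed sex early replicate 1 (0.014). From L1 to L3 it ranged from -0.011 (hermaphrodite L1 replicate 2) to 0.037, negative also without hermaphrodite L3 replicate 3 (-0.000806). From RNAi mixed embryos to L3 it ranged from -0.40 to 0.060, positive without RNAi replicate 2 (0.043) or control replicate 5 (0.060). Without regard to pairs, the median change of *col-* genes ranged from -0.24 to 0.047 in *dpy-27* RNAi L3, positive without RNAi replicates 1 (0.047) or 2 (0.032) or control replicate 4 (0.017), and from -0.53 to 0.068 (N2 replicate 4) in *dpy-21(e428)* L3. Among single genes, the log2 ratio of *xol-1* in early embryos ranged from -0.33 to 0.0038 (hermaphrodite replicate 3), that of *sex-1* at the comma stage from -0.67 to 0.36 and that of *sea-1* from -0.98 to 0.16 (hermaphrodite replicate 3 for the pair), that of *dpy-27* in RNAi L3 from -0.24 (RNAi replicate 1) to 0.69, that of *vab-3* in *set-4(n4600)* L3 from -0.092 to 0.12 (-0.092, -0.069 and -0.035 without N2 replicate 3, mutant replicate 4 or N2 replicate 2), and in the spike-in libraries that of *hlh-11* from -0.10 to 0.12 (-0.10 and -0.037 without N2 replicate 3 or *set-4(n4600)* replicate 1) and that of *dhs-25* from -0.67 to 0.079 (N2 replicate 1).

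Fits that leave an arm with 1 library give no gene calls. Genes changed and similarly expressed genes between the sexes in L1 with each of the 4 libraries left out, genes changed between the sexes in L1 with the replicate number as a block, and genes changed in *dpy-27(y56)* L1 without either hermaphrodite library were therefore not run.

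Other splits of the same libraries were set beside each number of genes. Among the 10 splits of 6 libraries, as many genes or more came from 1 for the sexes in early embryos (the next had 2 genes) and at the comma stage (others 0), 2 in L3, 1 each in *dpy-27(y56)* early embryos (others 0), *dpy-21(e428)* early embryos (next 1) and *set-1(tm1821)* larvae (next 1), and 1 each with and without the spike-in (others 0). For the enrichment of hermaphrodite-higher genes on the X it was 1 of 10. For similarly expressed genes it was 1 in early embryos (others at most 410), 2 at the comma stage (others at most 1017) and 1 in L3 (others at most 1347). With 10 splits the share cannot be under 0.1, so the share alone does not settle any of these counts. In L3, as many genes came from 1 of the 35 splits for *dpy-21(e428)* (next 1), 3 of 35 for *dpy-27* RNAi and 8 of 35 for *set-4(n4600)*. For *dpy-27* RNAi mixed embryos, all 100 of 100 splits drawn from 210 gave at least the 0 genes of the real groups, and one gave 7138.

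Where the numbers were treated as pairs, splits that part as many pairs as the real one are the closer comparison, if the pairs are real. In *dpy-27* RNAi L3, 1 of 8 such splits gave as many genes (the others at most 1), while of the 27 that part fewer pairs 2 did, with up to 107 genes. In *set-4(n4600)* L3, 1 of 8 did (the others 0), while of the 27 others 7 did, with up to 965 genes. In *dpy-21(e428)* early embryos and in the spike-in libraries 1 of 4 did (the others 0), and of the 6 that part fewer pairs 0 did.

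Depth limits the least sequenced groups, such as *dpy-27(y56)* early embryos with as few as 4612326 mapped reads in a library, where weakly expressed genes carry the most counting noise. A thinned set of reads was not tested.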

Differences from the paper's values

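No test in this part was chosen after its result was seen, apart from the settings named as such. Of 62 values of the paper set beside values computed here, 26 were marked as different. The tolerance behind this mark, and behind a gap called closed below, is not given here. The printed values should be read in place of these words. In each case, the alternatives are those set before the data were examined unless stated otherwise.

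For the sexes in early embryos, the lowest autosome median was -0.042 here against the paper's 0.034 (none of the 11 alternatives closed the gap), the enrichment of hermaphrodite-higher genes on the X had p = 9.11e-15 (one-sided Fisher's exact test) against the paper's 3.1e-06 (none of 3), and 150 X genes were higher against the paper's 244, closed only by leaving out mixed sex replicate 3 (195).

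For the change of X against autosomal genes from comma to L1, the p across genes was 2.45e-24 (n = 1543 and 8889 genes) against the paper's 1.1e-63 (none of 12 closed it).

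Between the sexes, genes with an adjusted p-value under 0.05 (limma) numbered 8 at the comma stage against the paper's 106 (none of 11 closed it), 0 in L1 (965 unadjusted) against the paper's 9 (none of 4) and 2 in L3 against the paper's 273 (none of 12). X genes higher in hermaphrodites numbered 0 at the comma stage against the paper's 15 (none of 11), 0 in L1 against the paper's 2 (none of 4) and 0 in L3 against the paper's 22, closed only by leaving out mixed sex replicate 1 (16). Similarly expressed genes in L1 numbered 0 against the paper's 29, closed by the normal quantile (24), and 0 on the X against the paper's 3; none of the 3 alternatives closed that gap, and keeping the identical L1 library as mixed sex, chosen after seeing the values, did (4). The hermaphrodite L1 means in S2 File are not those of the deposited L1 libraries.

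In *dpy-27(y56)* early embryos, 2793 genes were higher against the paper's 0, and of the autosomal genes among the 5% of genes with the smallest p, 89.7% were higher against the paper's 31%. With heterozygous embryos as the control, these were 0 and 36.5%; the other alternatives closed neither gap. In *dpy-27(y56)* L1, 34 genes were higher against the paper's 78, closed by FPKM as deposited (61) and by none of the others. In *dpy-27* RNAi mixed embryos, 0 genes were higher (105 genes at an unadjusted p under 0.05) against the paper's 322, which none of 15 alternatives closed, and in *dpy-27* RNAi L3, 3 against the paper's 192, closed only with the replicate number as a block (140).

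Further values stand only in figures and were read by eye. The median log2 ratio of X genes in L1 was 0.0061 against the paper's about -0.06 in Fig. 3A; FPKM as deposited (-0.06) and leaving out mixed sex replicates 2 (-0.08) or 3 (-0.03) closed the gap. In *dpy-27(y56)* early embryos it was 1.00 against about 0.19 in Fig. 3D, closed by heterozygous embryos as the control (0.25). In *dpy-27* RNAi L3 it was 0.39 against about 0.33 in Fig. 3E, closed by pseudocount 1 (0.34) and no expression filter (0.37). The absence of RNAi replicates 3 or 4 or control replicates 1, 2 or 3 gave 0.36 to 0.39. At its upper end this range is, as printed, no nearer than the main value. In *dpy-21(e428)* L3 it was 0.59 against about 0.5 in Fig. 5C, closed by pseudocount 1 (0.51) and no expression filter (0.53). In *set-1(tm1821)* larvae it was 0.31 against about 0.26 in Fig. 5C, closed by pseudocount 1 (0.27), no expression filter (0.28), FPKM as deposited (0.25) and the absence of homozygous replicate 1 (0.28). The median change of X genes from L1 to L3 was 0.025 against about 0.09 in Fig. 3B, closed by leaving out mixed sex L1 replicate 2 (0.13). All other alternatives left these gaps open.

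For newly expressed genes at the comma stage, the medians were 0.62 on the X against about 0.56 in Fig. 3C, closed by FPKM as deposited (0.56), and 0.50 on autosomes against about 0.47 in Fig. 3C, closed by pseudocount 1 (0.48). In *dpy-27(y56)* early embryos, the median of newly expressed X genes was 0.55 against about 0.17 in Fig. 2E; none of the 9 alternatives closed the gap, nor did heterozygous embryos as the control, chosen after seeing the values (0.27).

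Apart from these values, the paper describes the X of hermaphrodites as slightly repressed from early to comma embryos; here the X shift changed by -0.02 (permutation p = 0.88, after the X shift common to the stages was subtracted, a test chosen after seeing the values). The paper finds no gene past its threshold in *dpy-27(y56)* early embryos; here 5117 of 10612 genes had an adjusted p-value under 0.05 against N2 and 0 (297 unadjusted) against heterozygous embryos. The paper reports a larger X derepression after *dpy-27* RNAi in L3 larvae than in mixed embryos; here the X shift in L3 minus that in mixed embryos was -0.17 (permutation p = 0.611 by that test), reversed to 0.043 without RNAi embryo replicate 2 and to 0.060 without control embryo replicate 5. Over replicates 1 and 2 of the embryos, a setting chosen after seeing the values, the X shifts were 0.42 in embryos and 0.43 in L3 larvae. Between same-numbered libraries, also compared after seeing the values, X scores differed by a mean of 0.35 in embryos and 0.43 in L3 larvae. The paper describes the effects of *dpy-27(y56)* and *dpy-21(e428)* on X genes in early embryos as distinct; here their changes against N2 had a Spearman correlation of 0.778, above the 0.41 to 0.53 that shared controls alone give, and -0.21 with heterozygous embryos as the control of *dpy-27(y56)*, a setting chosen after seeing the values.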

Other observations

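In this part, the tests of the shared control libraries, the identical L1 library, the control and replicates behind S3 File, and the numbers of *C*. *briggsae* worms were chosen only after the results were seen.

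Developmental age was tested as an explanation of 8 X shifts in embryos, the heterozygous one above included; the X shifts of the sexes in comma embryos and of newly expressed genes were not tested. If it were the whole explanation, the X shift left after the age curve would be under 1 SD of the libraries; otherwise more than that and more than was removed would be left. Left over were 0.23 between the sexes in early embryos (SD 0.07; 150% of the X shift), 0.54 in *dpy-27(y56)* early embryos (SD 0.10; 46.5%), 0.21 in *dpy-27(y56)* against heterozygous embryos (SD 0.07; 70.3%), 0.49 in *dpy-27* RNAi mixed embryos (SD 0.08; 86.2%), 0.015 in *dpy-21(e428)* early embryos (SD 0.08; 8.15%), 0.55 in *dpy-21(e428)* mixed embryos (SD 0.15; 46.3%) and 0.33 in *set-4(n4600)* mixed embryos (SD 0.13; 36.9%), the last 2 against control RNAi. In *dpy-21(e428)* early embryos, age may account for the X shift. In the others, more than 1 SD was left, which argues against age as the whole explanation. For *dpy-27(y56)* early embryos against N2 and the mixed embryos of *dpy-21(e428)* and *set-4(n4600)*, neither outcome set beforehand was met, since less was left than went with age; that age is part of the X shift there is a reading made after the values were seen. An effect of the mutations on the X stays open in each, as does an effect of the mutations on the rate of development.

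The 6 control RNAi mixed embryo libraries differ widely in X score. Their X scores rose with the shift of their autosomal genes towards the comma stage (Pearson r = 0.987, exact permutation p = 0.00139 over 720 relabellings; without the 2 libraries farthest in that shift, r = 0.988). Differences in embryo age between collections are a candidate explanation of the spread. Replicate 5, with the lowest score, had the fewest mapped reads (7837501). Over the 3273 genes with a mean above 50 FPKM its score was -0.73, still below the -0.20 to 0.21 of the other control libraries, which argues against low depth.

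Mixed embryos of *dpy-21(e428)* and *set-4(n4600)* can be set against control RNAi embryos, which differ from them in food as well as genotype, a comparison the paper does not make. For *dpy-21(e428)*, with 19906652 to 30417819 mapped reads per library, the median log2 ratio was 1.14 over 1966 X genes and -0.06 over 10572 autosomal genes, an X shift of 1.20 (SD 0.54, exact permutation p = 0.0143), with X scores of 0.41, 0.86, 0.51 and 0.75; 0 of 12538 genes had an adjusted p-value under 0.05 (2455 unadjusted). For *set-4(n4600)*, with 17424769 to 25034546 mapped reads, the medians were 0.89 over 1941 X genes and -0.01 over 10559 autosomal genes, an X shift of 0.90 (SD 0.54, exact permutation p = 0.0381), with X scores of 0.08, 0.89, 0.51 and 0.60; 0 of 12500 genes passed (1390 unadjusted). Leaving out one library gave 0.90 to 1.37 for *dpy-21(e428)* and 0.63 to 1.12 for *set-4(n4600)*.

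Over X genes, changes in *dpy-27(y56)* and *dpy-21(e428)* early embryos against the same N2 libraries had a Spearman correlation of 0.778. Unchanged groups simulated against those N2 libraries gave 0.41 to 0.53, which argues against the shared controls as the whole explanation. After the age curve was subtracted from each comparison, 0.679 was left. The curve of *dpy-27(y56)* was built with the same *dpy-21(e428)* early embryo libraries, which can raise this value. It therefore cannot decide whether age explains the correlation. With heterozygous embryos as the control of *dpy-27(y56)*, chosen after the values were seen, the correlation was -0.21, so a property of the N2 early libraries beyond chance, or of the heterozygous ones, may contribute and was not tested.

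Hermaphrodite L1 replicate 3 and mixed sex L1 replicate 1 had the same value in 20376 genes (100%). In any other pair of libraries, at most 0.0588% of the genes above the expression filter had the same nonzero value. One library under 2 labels is a candidate explanation; which of the labels it belongs to was not settled. The hermaphrodite L1 means of S2 File equal, in 100% of 1216 genes, the mean of this library taken once and heterozygous *dpy-27(y56)* early embryo replicate 2 taken 2 times, where the same sum with any other library equalled them in at most 4.86% of genes.

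The log2 fold changes of S3 File, over the genes that could be read, were set beside those computed here. For *dpy-27(y56)* early embryos, the Spearman correlation was 0.890 against heterozygous embryos (n = 728 genes) and 0.366 against N2 (n = 706 genes). For *dpy-27* RNAi mixed embryos it was 0.959 with replicates 1 and 2 of each group alone (n = 878 genes) and 0.238 with all replicates (n = 837 genes). The paper's values may therefore rest on heterozygous controls in the former case and on replicates 1 and 2 in the latter. For the other comparisons the correlation lay between 0.689 (sexes in L1) and 0.950 (*set-1(tm1821)*).

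In the spike-in libraries, the log2 ratio of *C*. *elegans* to *C*. *briggsae* reads in *set-4(n4600)* relative to N2 was -0.07, -0.21 and -0.19 in pairs 1 to 3, a range of 0.142. An unequal number of *C*. *briggsae* worms shifts all genes of a library alike and cannot be told apart from a fall in total mRNA, because these data hold no other measure of the numbers of worms. It moves X and autosomal genes together, so the X shift of 0.44 argues against it for the difference between them.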
